# HIV-1 and methamphetamine alter galectins -1, -3, and -9 in human monocyte-derived macrophages

**DOI:** 10.1007/s13365-021-01025-4

**Published:** 2022-02-17

**Authors:** Kinga Grabowska, Katarzyna Macur, Sarah Zieschang, Lubaba Zaman, Nicole Haverland, Andrew Schissel, Brenda Morsey, Howard S. Fox, Pawel Ciborowski

**Keywords:** Galectins, HIV, Innate immunity, Macrophages, Multiple reaction monitoring, Quantitative proteomics

## Abstract

Macrophages are key elements of the innate immune system. Their HIV-1 infection is a complex process that involves multiple interacting factors and various steps and is further altered by exposure of infected cells to methamphetamine (Meth), a common drug of abuse in people living with HIV. This is reflected by dynamic changes in the intracellular and secreted proteomes of these cells. Quantification of these changes poses a challenge for experimental design and associated analytics. In this study, we measured the effect of Meth on expression of intracellular and secreted galectins-1, -3, and -9 in HIV-1 infected human monocyte-derived macrophages (hMDM) using SWATH-MS, which was further followed by MRM targeted mass spectrometry validation. Cells were exposed to Meth either prior to or after infection. Our results are the first to perform comprehensive quantifications of galectins in primary hMDM cells during HIV-1 infection and Meth exposure a building foundation for future studies on the molecular mechanisms underlying cellular pathology of hMDM resulting from viral infection and a drug of abuse—Meth.

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s13365-021-01025-4.

## Introduction

HIV-1 infection has devastating effects at various levels on the function of the entire organism (Niu et al. 2020; Passaro et al. 2015; Saito et al. 2008). The macrophage (mononuclear phagocytes, MP), a key component of the innate immune system, is one of the prime targets of HIV-1 and a reservoir of productive viral infection constituting a vehicle to spread infection to organs. Thus, its impact on the course of disease is central. The complexity of HIV infection and treatment is further exacerbated by using drugs of abuse because two entities (virus and drug of abuse) are involved, the virus and use of drugs of abuse. Treatments are quite different in nature (Liang et al. 2008). Meth also has untoward effects on various physiological systems including the immune system (Papageorgiou et al. 2019) and is one of the frequently used drugs in people living with HIV (PLWH) (Lyons et al. 2013; Mitchell et al. 2006; Pantalone et al. 2010).

MPs survey their milieus and react to contain their pathological environment, including infections, or other sources of inflammation. However, exposure to toxic substances, including Meth, impairs their protective capacities. It has been shown that HIV-1 infection results in changes in MP protein expression (Talloczy et al. 2008); and therefore, the addition of Meth may further impact the functioning of the innate immune system (Kraft-Terry et al. 2009).

Galectins are defined as lectins binding β-galactoside. There have been 15 galectins discovered in mammals, out of which nine, galectin-1, -2, -3, -4, -7, -8, -9, -10, and -12, have been found in humans (https://www.genenames.org/data/genegroup/#!/group/629). Because carbohydrate–protein interactions are generally weak (Laederach and Reilly 2005), dissociation constants for most lectin–monosaccharide interactions are in the millimolar range (Schwarz et al. 1993). It has been shown that the galectin-1 dimer is the most thermodynamically stable of all galectins with dimer dissociation constant of K_d_ ~ 2–7 × 10^−6^ M. Based on biochemical characterization of lectins, galectins, as well as other lectins, enable the formation of transient states, which might support interactions with protein as their ligands (Schwarz et al. 1993).

Although galectins have been postulated as central regulators of the immune system (Brinchmann et al. 2018; Paclik et al. 2011), the mechanism of how they regulate monocyte/macrophage physiology, which constitute the connection between innate and adaptive branches of the immune system, is still unknown. Paclik et al. postulate that galectins uniquely modulate central monocyte/macrophage function (Paclik et al. 2011). The authors showed that galectins link the innate and adaptive immune systems by inhibiting T-cell function via macrophage priming.

As depicted in Fig. 1a, galectins are divided to three subgroups: prototype, chimera type, and tandem repeat type. Galectin-1, galectin-3, and galectin-9 represent prototype, chimeric, and tandem repeat groups, respectively. Regardless of their structure, galectins participate in regulation of many cellular functions in macrophages as presented in Fig. 1b. These are, but not limited to, adhesion and migration, apoptosis, cell transformation, tumor growth, angiogenesis, and immune escape. A wide variety of biological processes have been reported to be related to galectins, such as development, differentiation, morphogenesis, tumor metastasis, apoptosis, and RNA splicing. Nevertheless, the mechanism by which galectins use carbohydrate recognition for their functions is not fully understood.

**Fig. 1:**
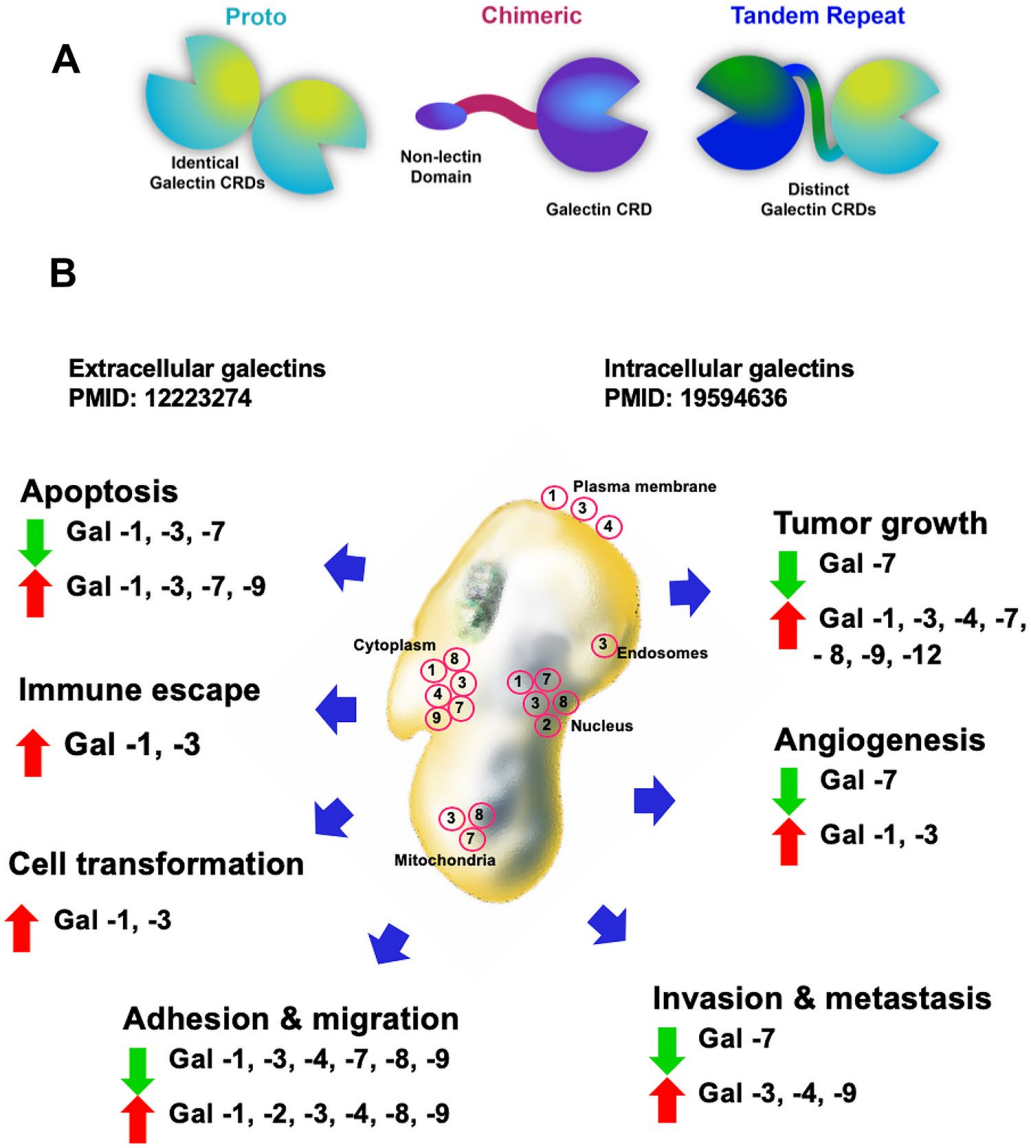
Galectins and their functions in macrophages. (***a***) Types of galectins. (***b***) Summary of functions of galectins in macrophage (adapted from (Johannes et al. 2018; Vladoiu et al. 2014))

As galectins themselves and their involvement in HIV-1 infection have been studied to some extent (Shahbaz et al. 2020), the effect of Meth on their expression is represented by very few publications (Parikh et al. 2015; Reynolds et al. 2007). In this study, we present results of the effect of Meth on intracellular and extracellular expression of galectins-1, -3, and -9 in HIV-1 infected human monocyte-derived macrophages (hMDM). Each galectin represents different sub-type of this molecule. Interestingly, we demonstrate that high sensitivity and accuracy methods such as mass spectrometry-based multiple reaction monitoring (MRM) show significant differences in expression, which are not readily detected by screening methods such as sequential window acquisition of all theoretical mass spectra (SWATH-MS).

Galectins are soluble proteins found primarily in the cytosol, nucleus, extracellular matrix, or in circulation. Our immunocytochemical staining shows that an intracellular pool of these three galectins is divided between lysosomes and cytosol. This suggests that each pool of galectin plays different role(s) in cells’ metabolism.

## Materials and methods

### Patients and samples

As reported before (Haverland et al. 2014; Macur et al. 2021), monocytes from healthy human donors were obtained from HIV-1, HIV-2, and hepatitis seronegative donors and differentiated to hMDM. The University of Nebraska Medical Center (UNMC) Institutional Review Board has determined utilizing core facilities from leukapheresis of normal donors does not constitute human subject research as defined in 45CFR46.102 of US Federal Policy for the Protection of Human Subjects. Therefore, this leukapheresis procedure is not subject to federal regulation of human subject research and has been classified as exempt.

### Cell cultures and infections

Samples were prepared as described in Macur et al. (2021). Leukapharesed monocytes purified by counter-current centrifugal elutriation were resuspended in the serum-free Macrophage-SFM media (Life-Tech, Inc., Houston, TX, USA) supplemented with 10-mM HEPES (Invitrogen, Carlsbad, CA, USA), 50 mg/mL gentamicin (Invitrogen), 2 µg/mL ciporflaxin (Invitrogen), 1% Nutridoma-SP (Sigma, St. Louis, MO, USA), and 10 ng/mL of recombinant human macrophage colony stimulating factor (MCSF; PeproTech, Rocky Hill, NJ, USA) and then seeded on 6 well culture plates. Cells were cultured for 7 days with half- and complete-media exchange on 3rd and 5th day, respectively, as well as with or without Meth (Sigma) treatment (Meth final concentration 100 µM). On 7th day post-elutriation, media were discarded, and differentiated macrophages were exposed for 4 h to 1 ml of serum-free media containing HIV-1_ADA_ (TCID_50_ = 10^4.36 per ml, as measured on human monocyte-derived macrophages). After 4-h exposure, all media containing HIV-1_ADA_ was removed, cells were washed with serum-free media four times, covered with the fresh serum-free Macrophage-SFM media supplemented with 10-mM HEPES, 50-mg/mL gentamicin, 2-µg/mL ciporflaxin, and 1% Nutridoma-SP (without addition of MSCF) with or without Meth treatment and cultured for a total of 5 days post HIV-1_ADA_. On 3rd day post-infection, a full media exchange (with or without Meth treatment) was performed and the supernatant reserved for a p24 assay (Macur et al. 2021). On 5th day post-infection, conditioned media was collected, spun at 1500 rpm to remove any floating cells and major debris and transferred to the 50-ml tubes. Cells were washed with ice-cold Dulbecco’s phosphate-buffered saline (DPBS; Corning, Manassas, VA, USA); and DPBS with the Halt™ Protease and Phosphatase Inhibitor Cocktail, EDTA-free (Thermo Fisher Scientific, Waltham, MA, USA), was added to each well. Each well was scraped; the cellular suspension was transferred to 15-mL tubes, washed in DPBS with the protease inhibitors, and pelleted by centrifugation. Cell pellets and collected conditioned media of HIV-1 uninfected/Meth untreated (CCC), infected with HIV-1 (CIC), exposed to Meth post-infection (CIM), and treated with Meth before and after HIV-1 infection (MIM) were stored at − 80 °C for further analysis. For further details see Fig. 2.

**Fig. 2:**
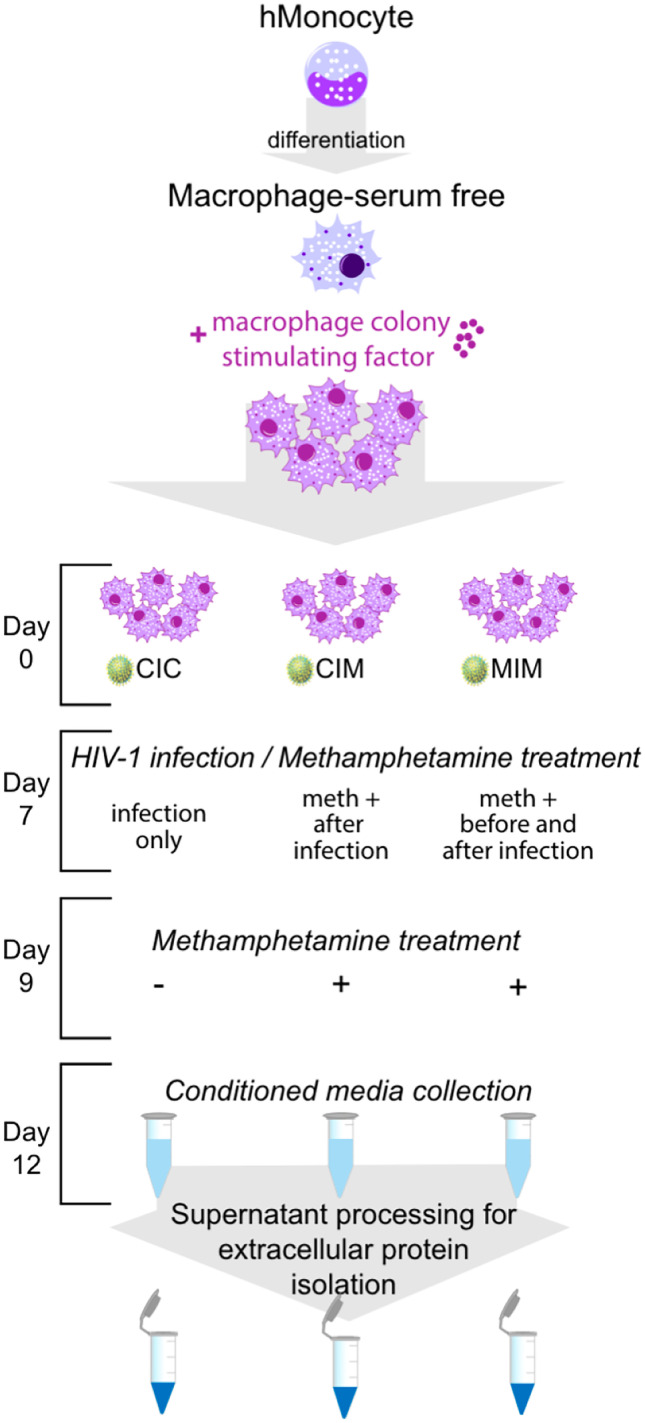
Experimental design. CIC signifies condition in which infection only occurs; CIM represents Meth treatment post-infection. MIM signifies Meth treatment before and after infection. An addition of Meth prior to and after infection (MIM) and after infection (CIM) indicates longer and shorter time of exposure to Meth, respectively

### RNA isolation and RNAseq

For RNA isolation, the culture medium was removed; cells were washed with ice-cold DPBS; and attached hMDMs were dissolved in Trizol (Invitrogen) and stored at − 80 °C. Trizol MDM extracts were subsequently thawed; chloroform was added to each tube, mixed, incubated at room temperature for 10 min, and further separated by centrifugation. The aqueous phase was transferred to a new tube, and RNA was precipitated by adding isopropyl alcohol then incubated for 20 min at − 20 °C. RNA was then recovered by centrifugation at 12,000 g at 4 °C for 10 min, and the pellet dissolved in RNAse-free water. The RNAeasy clean-up kit (Qiagen, Germantown, MD, USA) was used for cleaning the RNA preparation. Quantity and purity were quantified by absorbance measurement at 260 nm and 230/280 nm absorbance, respectively. Intactness of prepared samples was assessed on a Fragment Analyzer (Agilent Technologies, Ankeny, IA, USA).

The RNA samples then were used for cDNA library construction using TrueSeq mRNA sample prep V2 (Illumina, San Diego, CA, USA) followed by next-generation sequencing performed on the Illumina NextSeq550. The sequencing data was processed and mapped to the human reference genome as described (Macur et al. 2021). For expression calculation and ANOVA analysis, values of Transcripts Per Kilobase Million (TPM) were calculated; and data were imported into the Partek Flow genomic analysis software package (Partek Inc., St. Louis, MO, USA), followed by batch correction for donors using a generalized linear model and statistical analysis by ANOVA.

### Cell lysates and extracellular proteins from conditioned media

Cell lysis was performed as described in our other papers (Burns and Ciborowski 2016; Macur et al. 2021). Samples were digested using the Filter Aided Sample Preparation (FASP) protocol (Wisniewski et al. 2009). Obtained peptides were cleaned by applying Oasis mixed cation exchange procedure according to the manufacturer’s protocol (Waters, Milford, MA, USA). Peptides concentration was measured using a NanoDrop 2000 (Thermo Scientific, Wilmington, DE, USA). Collected supernatants were thawed, supplemented with protease/phosphatase inhibitor cocktail, Triton X-100 (Fisher Scientific, Pittsburg, PA, USA) at a final concentration of 0.1% and after incubation centrifuged at 1500 rpm for 10 min. New supernatants were transferred to the 50 mL tubes and concentrated using Amicon®Ultra-15 centrifugal filter units (Millipore, Bedford, MA, USA) with a membrane cutoff of 3000 MWCO (molecular weight cut-off). Concentrated supernatants were processed for ethanol precipitation procedure, followed by albumin/IgG depletion using Pierce™ Albumin/IgG Removal Kit (Thermo Fisher Scientific). For total protein concentrations measurement Pierce 660 nm Protein Assay (Thermo Fisher Scientific) was applied.

### Liquid chromatography-tandem mass spectrometry analysis

#### NanoLC-SWATH-MS analyses

A nanoLC-MS/MS (nano liquid chromatography–tandem mass spectrometry) technique in a data-independent acquisition (DIA) SWATH (Sequential Windowed Acquisition of All Theoretical Fragment Ion Mass Spectra) mode was applied for full unbiased proteomic profiling of CIC, CIM, and MIM samples from four donors, as described in Macur et al. (2021). The nanoLC-MS/MS system consisted of Eksigent 415 nanoLC (Eksigent, Redwood, CA, USA) coupled with TripleTOF 6600 (SCIEX, Framingham, MA, USA) mass spectrometer with ESI OptiFlow TurboV Ion Source and SteadySpray NanoProbe (SCIEX). The system was controlled by Analyst TF 1.7 software (SCIEX). The CIC, CIM, and MIM samples consisted of aliquots of trypsin-digested hMDM whole cell extracts from all the studied donors for each of the conditions. They were spiked with iRT Kit peptides (Biognosys AG, Zurich, Switzerland) and analyzed by SWATH-MS in five technical replicates. Peptide mixtures (2 µg/injection) were loaded onto the RP-1 Trap Column (General RP, 10 × 0.075 mm; Phenomenex, Torrance, CA, USA) for 10 min (2 µL/min flow rate) and transferred to the bioZen Peptide Polar-C18 separation column (150 × 0.075 mm, 3 μm; Phenomenex) through SecurityLINK Sgl (25 µm × 75 cm, Phenomenex). The chromatographic separation was carried out using the mobile phases A (0.1% formic acid in water) and B (0.1% formic acid in acetonitrile (ACN) (all solvents LC–MS grade) at the flow rate of 300 nL/min. The gradient program started from 3 to 8% B (0–2 min), then linearly increased to 30% B (2–90 min), 40% B (90–100 min) and 80% B (100–105 min); then it was maintained at 80% B (105–110 min) and followed by column re-equilibration at 3% B (112–135 min). The chromatographically separated samples were then ionized by ESI at 3 kV ion spray voltage and analyzed by SWATH-MS in a positive ion mode for 130 min, where the TOF–MS MS1 scan in the m/z range of 400–1000 Da was divided into 100 overlapping variable precursor isolation windows and followed by MS2 scans acquired in a looped product ion mode in 100–1500 m/z range for + 2 to + 5-charged precursors. A pooled CIC-CIM-MIM sample spiked with iRT Kit peptides was also analyzed in four technical replicates using data-dependent acquisition (DDA) in positive ion mode on the same nanoLC-MS/MS system, where up to 30 of the most intense precursor ions were selected from TOF–MS MS1 scan (400–1250 Da) for fragmentation in the 100–1500 m/z range. The nanoLC and ion source set-up in and parameters in DDA analyses were identical to the SWATH-MS analyses. The mass spectrometry DDA and SWATH data from the presented study were deposited to the ProteomeXchange Consortium (Perez-Riverol et al, 2019) (http://proteomecentral.proteomexchange.org) and are available under the PXD023291 dataset identifier. The obtained DDA MS/MS spectra of the pooled CIC-CIM-MIM sample were searched together using ProteinPilot 5.0.1 software (SCIEX) with Paragon Algorithm against a human and HIV reviewed database from UniProt (https://www.uniprot.org/) (downloaded on 09.04.2020) to create a spectral ion library. This spectral ion library (only peptides with confidence threshold of 99% and 1% FDR rate, shared peptides excluded) was then applied for the SWATH data extraction with the use of SWATH 2.0 MicroApp in PeakView 2.2 software (SCIEX). The extracted peak areas for the proteins were then exported to MarkerView 1.2.1 software (SCIEX), normalized, and statistically analyzed using t-Test to compare CIC vs. CIM, CIC vs MIM, and CIM vs MIM conditions. The details of the nanoLC-MS/MS DIA SWATH and DDA MS/MS methods’ settings as well as parameters of the database search, SWTAH data extraction, and statistical analysis with the resulting *p* values (statistical significance at *p* < 0.05) and Log_10_(Fold Change) of proteins quantified in hMDM in CIC vs. CIM, CIM vs. MIM, and CIM vs. MIM conditions, can be found in Macur et al. (2021). Sequence coverage resulting from nanoLC MS/MS analysis for galectins-1, -3, and -9 are shown in Supplemental Fig. S1.

#### LC-MRM analyses

A reverse phase ultra-high-performance LC–MS/MS technique in MRM mode was applied for quantification of galectins (1, 3, 9) in five human donors’ samples. The analyses were performed on the Nexera X2 UHPLC with a SIL-30AC Autosampler (Shimadzu, Kyoto, Japan) coupled with the QTRAP 6500 mass spectrometer (SCIEX), which were controlled by Analyst software (SCIEX). A Phenomenex reverse phase HPLC Omega (1.6 µm, PS C18, 100 × 2.1 mm, 100 Å) column with SecurityGuard™ ULTRA Cartridge was used for separation of the peptide mixtures resulting from trypsin digestion of CIC, CIM, and MIM whole cell extracts of hMDM, for analysis of intracellular galectins (2, 4, and 6 µg injections), or hMDM culture supernatants, for analysis of extracellular galectins (4 µg injection). A linear gradient program from 5 to 50% solvent B for 25 min was applied for the peptides mixtures separation at the flow rate of 0.2 mL/min. Then the gradient was increased to 95% B for 3 min and followed by column re-equilibration for 10 min, also at the flow rate of 0.2 mL/min. The solvent A was water containing 0.1% formic acid, while solvent B was ACN containing 0.1% formic acid (all LC–MS grade). The eluting peptides were ionized by ESI in TurboV Ion Source (SCIEX) at a positive 5 kV spray voltage and analyzed using MRM. The MRM transitions for galectin-1, -3, and -9 were in silico predicted using Skyline software (MacLean et al. 2010) and then empirically verified with the use of the pooled donors’ CIC-CIM-MIM hMDM sample. The parameters for the MRM transitions of the investigated galectins peptides are presented in the Table S1 (Supplementary Materials). Peak areas of the monitored MRM transitions from the LC-MRM raw data were extracted also using Skyline. They were used as an input data for the Excel package (Microsoft, Inc.) for calculation of their corresponding peptides, which were further calculated to the peak areas of the analyzed proteins. A two-sample unequal variance T-test was performed using the Log2 transformed protein peak areas to compare the investigated galectins levels between the studied conditions (CIC, CIM, and MIM). The differences were considered statistically significant when *p* < 0.05. The MRM dataset from our study is available in PASSEL repository (PeptideAtlas SRM Experiment Library) (Farrah et al. 2012) under the accession number PASS01591. Detailed description of the MRM assay development with Skyline settings for transition prediction and the method validation as well as the parameters of the LC-MRM method and statistical analysis are available in Macur et al. (2021).

### Immunofluorescence confocal microscopy analysis

Human monocytes were differentiated to macrophages as described above; on day 7 were exposed to Meth with the final concentration at 100 µM. Following 4-h incubation, cells were stained with LysoTracker® Red DND-99 (Thermo Fisher Scientific) according to the manufacturer’s protocol. Next, cells were fixed with cold 4% paraformaldehyde in phosphate-buffered saline PBS and permeabilized with 0.2% (w/v) Triton X-100 in phosphate-buffered saline (PBS) for 8 min. After washing with PBS, cells were stained with rabbit anti-galectin-1 (ab25138) (Abcam, Cambridge, United Kingdom) Abs (1:500), mouse anti-galectin-3 (B2C10) (Santa Cruz Biotechnology, Dallas, TX, USA) Abs (1:500) or rabbit anti-galectin-9 (ab69630) (Abcam) Abs (1:200) for 1.5 h. Next, cells were incubated with the suitable secondary antibodies Alexa 488-conjugated anti-mouse IgG (1:3000) or Alexa 488-conjugated anti-rabbit IgG (1:3000) (both Invitrogen) for 1 h. For cell nuclei visualization, ProLong™ Gold antifade reagent with DAPI (Invitrogen) was applied. Prepared slides were analyzed using a ZEISS LSM 800 confocal laser scanning microscope (Zeiss, Jena, Germany).

## Results

### Experimental design

Our main question in this study was the effect of Meth on already HIV-1-infected macrophages, and if such effect exists, how much macrophages are further altered in their intra- and extracellular metabolism. Figure 2 reflects such objective; thus, our control was set to be HIV-1-infected macrophages. In addition to full unbiased profiling, we focused on galectins, both intracellular and secreted. Another question asked was whether exposure to Meth prior to HIV-1 infection has a different effect on hMDM than exposed to Meth only after viral infection (CIM) or continuously (MIM).

### Analysis of gene expression

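Monocyte-derived macrophages of 6 donors gave 18 RNA libraries, 1 for each donor in each of 3 conditions, and every culture was infected with HIV-1. Macrophages differentiated for 7 days, were exposed to the virus for 4 hours and were harvested on day 5 after infection. CIC macrophages received no Meth, CIM macrophages received 100 µM Meth after infection, and MIM macrophages received it before and after infection. mRNA libraries were sequenced on an Illumina NextSeq instrument, named as model 550 in the methods and as model 500 in the sample labels. The deposited tables hold the authors' gene estimates of each library in the columns that RSEM writes, in expected counts and in TPM. Human genes and the 9 HIV-1 genes stand in separate tables, and the build named for them is hg19. Human expected counts ranged from 16233042 to 20139472 in CIC (median 18241395.5). CIM libraries held 15704698 to 20197026 counts (median 19029644.5), and MIM libraries held 17463092 to 20230435 (median 19520718.5). Expected counts were rounded, normalized by TMM and tested with edgeR's quasi-likelihood test, with the donor as a block. This covered 14582 genes after a filter on low counts. XIST, TSIX and genes of the Y chromosome were left out. Donors accounted for 74.8% of the sum of squares of log2 expression (5 degrees of freedom) and the conditions for 4.74% (2 degrees of freedom). Each comparison was therefore made within donors. Noise between libraries adds to both shares, so 4.74% does not measure an effect of Meth. The median 95% interval of a log2 fold change reached 0.20 to either side in each comparison. In data simulated from these libraries, over 14430 genes, the same test recovered 40% of genes at the smallest change simulated between MIM and CIM (median estimated fold 1.248). It recovered 74% of genes changed 1.5-fold and 96% of those changed 2-fold. The simulation changed 50 genes at each fold and left out the genes of lowest abundance. Where fewer genes change, the adjusted threshold is stricter, so these shares can overstate the recovery in the real data.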

RNA was isolated from the cultures of six donors’ MDM, cultured under the three conditions, and subjected to RNA-seq. 

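Galectin-1 and galectin-3 mRNA were among the abundant transcripts of HIV-1-infected macrophages, and galectin-9 mRNA was lower than both. Galectin-1 (LGALS1) had 3091 ± 598 TPM (SD, n = 6 donors) without Meth, 3154.5 ± 451 TPM in CIM and 2927 ± 416 TPM in MIM. Galectin-3 (LGALS3) had 2412.5 ± 261 TPM in CIC, 2423 ± 372 TPM in CIM and 2366.5 ± 434 TPM in MIM. For galectin-9 (LGALS9), the levels were 744 ± 89.0 TPM, 694 ± 84.8 TPM and 787 ± 76.6 TPM in the same order. None of the 3 genes passed edgeR's quasi-likelihood test in any comparison. LGALS1, which encodes a lectin that binds β-galactosides, lies on chromosome 22 of hg19 from 38071615 to 38075813. Its log2 fold change was 0.06 in CIM against CIC (standard error 0.08, adjusted p = 1.00 from edgeR). In MIM it was -0.09 against CIC (adjusted p = 0.939) and -0.14 against CIM (adjusted p = 0.581). LGALS3, which encodes the galectin with a collagen-like tail, lies on chromosome 14 from 55590828 to 55612126. Its log2 fold change was 0.0066 in CIM (adjusted p = 1.00) and -0.07 in MIM (adjusted p = 0.944) against CIC. Against CIM, galectin-3 in MIM differed by -0.08 on the log2 scale (standard error 0.08, adjusted p = 0.784). The sign of its CIM value turned to -0.05 without replicate 3 and to -0.0041 without replicate 6, and its MIM value against CIC became 0.02 without replicate 5. LGALS9, which encodes a galectin with a pair of carbohydrate-binding domains, lies on chromosome 17 from 25956824 to 25976586. Galectin-9 had log2 fold changes of -0.06 in CIM (adjusted p = 1.00) and 0.05 in MIM (adjusted p = 0.947) against CIC. MIM exceeded CIM by 0.11 on the log2 scale (standard error 0.07, adjusted p = 0.575). When adjusted over the list alone, here 8 measured genes of the galectin family, the lowest p was 0.687 for CIM against CIC, 0.838 for MIM against CIC and 0.354 for MIM against CIM. The paper tested TPM after correction for donor, and the paper states that examining galectin levels under the 3 conditions (Fig. 3) revealed no changes due to either timing of Meth.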

Examination of galectin-1, -3, and -9 expression levels did not reveal changes due to either Meth condition (Fig. 3).

**Fig. 3:**
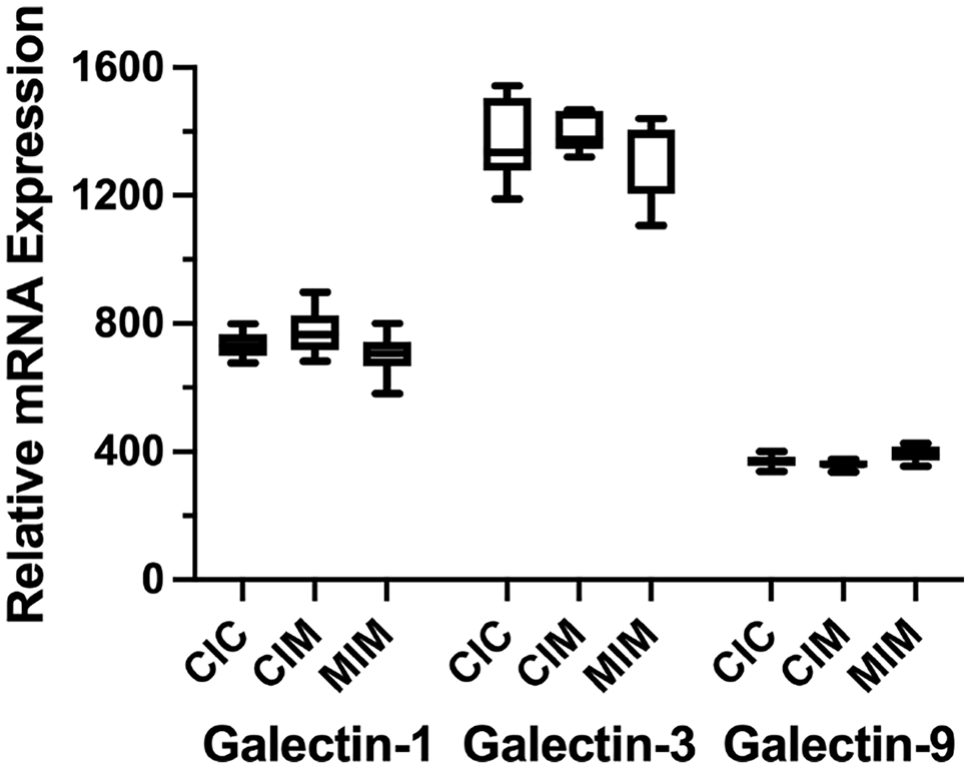
Box and whisker plots of RNA-seq determination of expression levels of galectin-1, -3, and -9. No change was found between the conditions

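Within donors, of the 3 galectins galectin-9 was the one whose TPM differed most between the conditions. In TPM, MIM macrophages had more galectin-9 mRNA than CIM macrophages of the same donor in 6 of 6 donors, by 1.14-fold on average, while on normalized counts they had more in 4 of 6 donors, by 1.08-fold. CIM macrophages had less than CIC macrophages in 5 of 6 donors in TPM and in 4 of 6 on normalized counts. Galectin-1 and galectin-3 showed no direction shared by all 6 donors in any comparison. An exact permutation test over all 46656 orderings of the conditions within donors gave p = 0.0292 for galectin-9, and p = 0.0876 when adjusted over the 3 galectins. The same exact test gave p = 0.441 for galectin-1 and p = 0.857 for galectin-3. For galectin-9, the mean log2 difference between MIM and CIM was 0.18, with p = 0.031 from an exact two-sided sign-flip test, the smallest p that 6 donors allow. Adjusted over the 9 pairwise tests of the galectins, this exact p was 0.281. The log2 difference of galectin-9 was -0.10 between CIM and CIC (exact p = 0.125) and 0.08 between MIM and CIC (exact p = 0.375). For galectin-1, the corresponding exact p ranged from 0.344 for MIM against CIM to 0.5 for CIM against CIC. For galectin-3, the highest exact p was 0.969, for CIM against CIC. The joint exact p of galectin-9 was 0.0810 without replicate 1, 0.0664 without replicate 4 and 0.104 without replicate 6. It was 0.285 on CPM in place of TPM and 0.184 with the donor block left out.

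**Figure D1:**
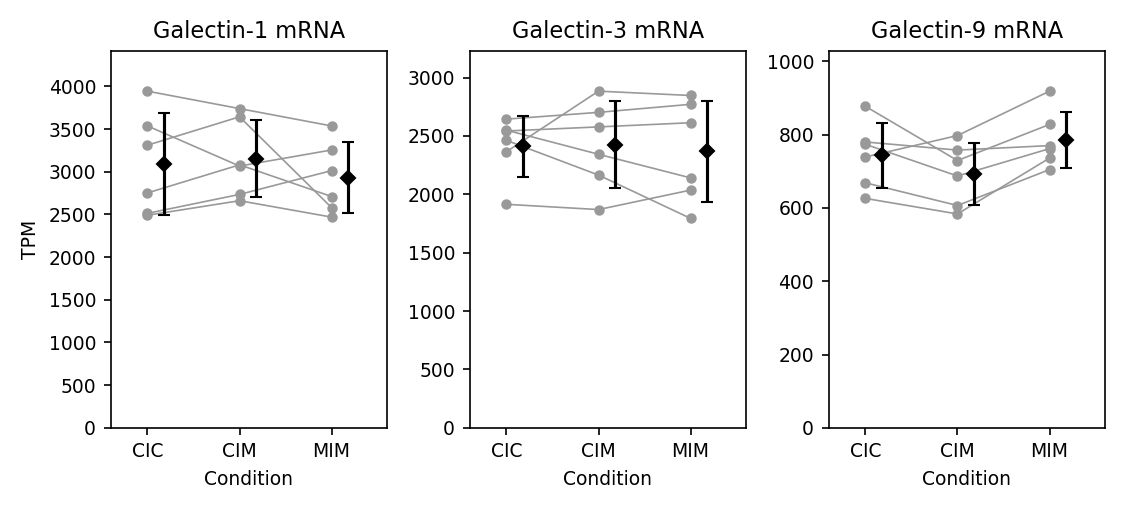
TPM of galectin-1, galectin-3 and galectin-9 in CIC, CIM and MIM macrophages, with 1 point for each of 6 donors, lines joining the same donor, and black diamonds with bars for the mean and its SD. Galectin-9 TPM was higher in MIM than in CIM in 6 of 6 donors, and normalized counts were higher in 4 of 6.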

### SWATH-MS analysis

As depicted in Fig. 2, our experimental design set HIV-1-infected hMDM (with no Meth treatment) as the control (CIC), experimental samples when Meth was added after viral infection as CIM, or both before and after infection as MIM. We applied nanoLC-SWATH-MS approach to obtain full unbiased proteomic profiles of hMDM in each of the studied conditions. This enabled us to see changes in the proteins’ expression on the global level that occur as a consequence of HIV infection with simultaneous Meth treatment pre- and/or-post infection. In the SWATH experiment, we used monocytes from five donors (five biological replicates) that were analyzed in five technical replicates (five injections of each sample). Details of this SWATH-MS experiment were reported previously (Macur et al. 2021). Briefly, a reference spectral library for SWATH data extraction was generated experimentally using DDA mass spectrometry. We used non-fractionated trypsin digest of pooled CIC, CIM, and MIM samples from four donors to generate a library that contained 1241 proteins (1% FDR). This library was then applied for SWATH data extraction. The obtained peak areas of proteins detected and quantified in our study for each of the investigated conditions (CIC, CIM, MIM) were then compared using *t* test and Log_10_(Fold Change) between CIC versus CIM, CIC versus MIM, and CIM versus MIM were calculated. Table 1 shows this relative quantification and consists of data extracted from SWATH-MS experiment specifically for galectins-1, -3, and -9.

**Table 1:** Differences in expression of intracellular galectins identified and quantified by SWATH experiment in hMDM in CIC, CIM, and MIM conditions

UniProt accession number	Name	CIC vs CIM		CIC vs MIM		CIM vs MIM	
		*p value*	*Log*_*10*_*(Fold Change)*	*p value*	*Log*_*10*_*(Fold Change)*	*p value*	*Log*_*10*_*(Fold Change)*
sp|P09382|LEG1_HUMAN	Galectin-1	6.40E-01	2.78E-02	4.39E-01	–5.87E-02	2.32E-01	–8.65E-02
sp|P17931|LEG3_HUMAN	Galectin-3	9.12E-01	–6.25E-03	8.00E-01	1.37E-02	4.43E-01	1.99E-02
sp|O00182|LEG9_HUMAN	Galectin-9	6.96E-01	–4.95E-02	3.68E-01	–1.77E-01	4.52E-01	–1.27E-01

### MRM analysis

To verify our findings from the SWATH experiment, we quantified galectins-1, -3, and -9 using LC-MRM, a well-established MS-based approach for reproducible and sensitive quantification. MRM-based quantification is a more precise and accurate method than full unbiased SWATH-MS. In some instances, SWATH-MS does not detect some proteins while MRM can provide reproducible quantification. In this study, we used an MRM approach to validate and a more in-depth mass spectrometry-based analysis to validate the expression of three galectins representing three sub-types. At this stage, we measured both intra- and extracellular galectins levels in hMDM whole cell protein extracts and cell supernatants, respectively. We analyzed CIC, CIM, and MIM samples separately for 5 donors (each in 5 technical replicates). We developed the MRM assays for the investigated galectins with the aid of in silico MRM transitions prediction using Skyline software (MacLean et al. 2010). The theoretical transitions were then verified experimentally on a pooled CIC-CIM-MIM sample, to ensure reliable analysis of the target samples. The LC-MRM methodology was also validated using serial dilutions of bovine serum albumin standard spiked into the CIC-CIM-MIM sample matrix. The MRM transitions monitored for the galectin-1, -3, and -9 are presented in Table S1 (Supplementary Material). The detailed information about LC-MRM assay development, validation, the LC–MS/MS settings, and data analysis is available in (Macur et al. 2021).

### Intracellular galectins

Figure 4 shows MRM quantification-based effect of Meth on the intracellular galectins-1, -3, and -9. Our baseline is hMDM infected with HIV-1 without Meth (CIC). In this figure, we show results of quantification of galectins in hMDM from five donors. Four (D164, D172, D406, and D421) out of five donors show similar pattern of expression of Gal-1 in three experimental conditions. Only one donor (D222) shows a different pattern contributing to the variability of responses between donors, an effect observed by us in many experiments. Interestingly, Gal-3 does not show a consistent pattern among the same set of donors. Three (D164, D172, and D421) show similar patterns of Gal-9 expression, while two other donors (D406 and D222) show different patterns than the other three donors; however the pattern is similar for these two. Summarizing, the characteristics of protein expression in primary macrophages varies in different donors. We postulate those differences in patterns would be dependent on other factors, such as the donor and response to HIV infection. It has to be noted that samples for this study represent one time point, while the response of macrophages can be very dynamic in terms of quantity of changes. We also postulate that short-lived regulatory proteins might show highly diverse patterns.

**Fig. 4:**
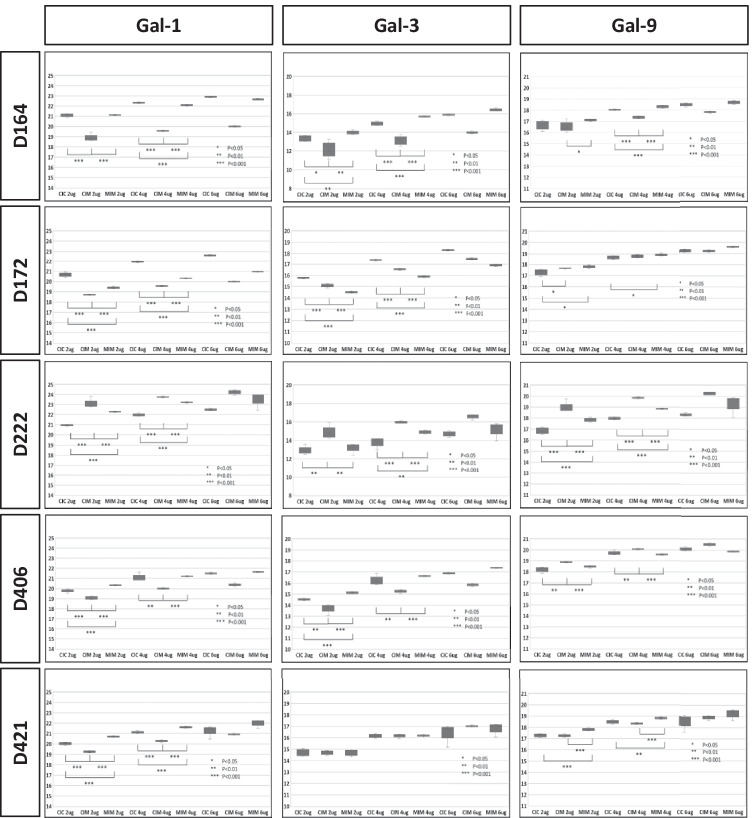
MRM quantification of intracellular expression of galectins − 1, − 3, and − 9 under Meth treatment of HIV-1 infected hMDM. For quantification of each galectin, we used 2, 4, or 6 ug of cell lysates representing pool of intracellular proteins. Each condition was measured five times (five technical replicates). One star represents p < 0.05, two stars represent p < 0.01, and three stars represent p < 0.001

### Extracellular galectins

Concentrations of extracellular galectins are summarized in Fig. 5.

**Fig. 5:**
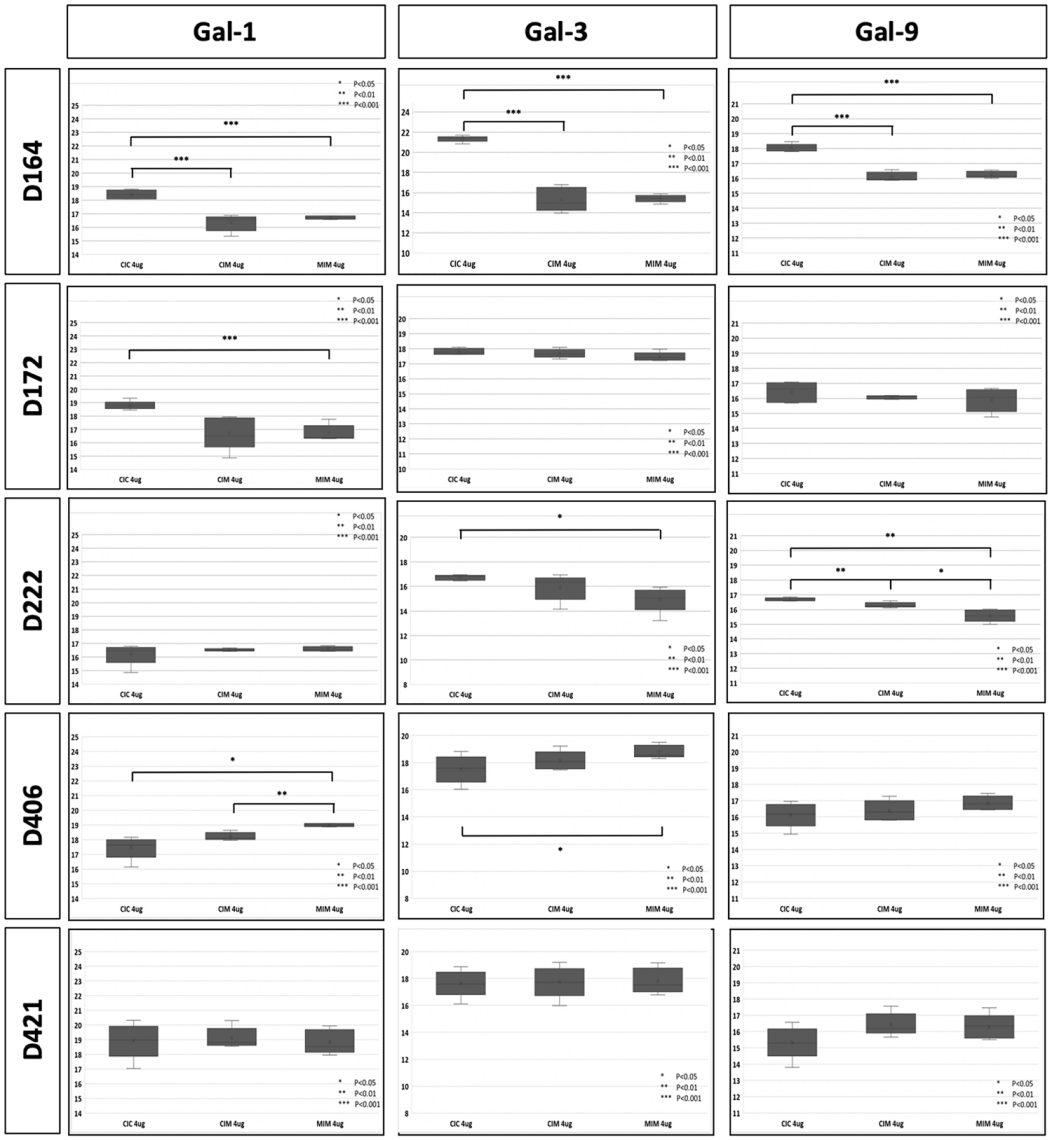
MRM quantification of extracellular expression of galectins-1, -3, and -9 under Meth treatment of HIV-1-infected hMDM. For quantification of each galectin, we used 4 ug of cell lysates representing a pool of extracellular proteins. Each condition was measured five times (five technical replicates) in cultures of hMDM from five donors. One star represents p < 0.05, two stars represent p < 0.01, and three stars represent p < 0.001

### Intra-cellular localization of galectins

As shown in Fig. 6, localization of galectins in cells under the control condition is across entire cytoplasm with a concentration in the perinuclear region. There is no significant difference between patterns of intracellular distribution of the three galectins being investigated here.

**Fig. 6:**
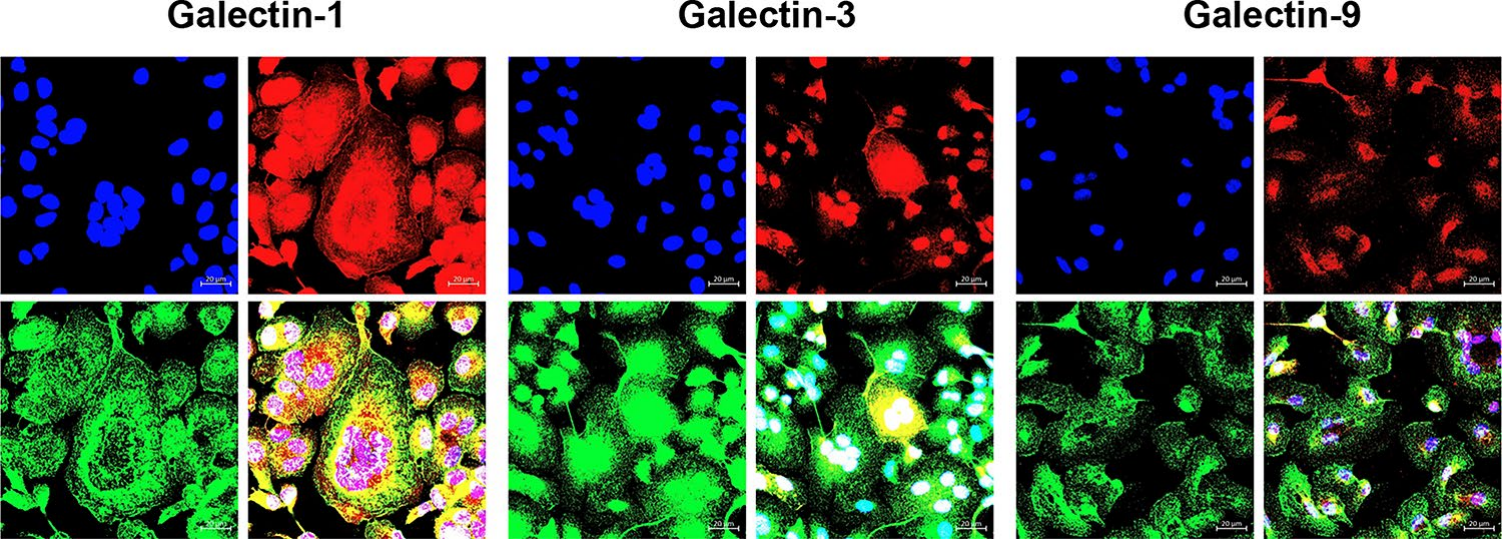
Intracellular localization of galectins-1, -3, and -9 in hMDM. Immuno-histostaining for CD163 (green), galectins (red), and nuclei DAPI (blue). Galectins are distributed across entire cells; nevertheless, most of them are around nuclei

To test cellular distribution of galectins-1, -3, and -9 as well as colocalization with acidic organelles—lysosomes—cytostaining of control and Meth exposed hMDM was performed. In both conditions, galectins colocalize with acidic organelles and are observed in the central part of the cell. Interestingly, this effect is more pronounced for galectin-9 of hMDM Meth-treated (Fig. 7).

**Fig. 7:**
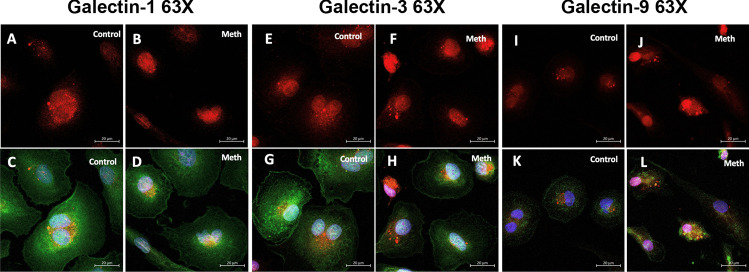
Cytostaining of control and Meth exposed hMDM for galectins -1, -3, and -9 (green), acidic organelles – lysosomes (fluorescently labeled by lysotracker—red), and nuclei (DAPI—blue). A, B, E, F, I, and J represent single channel for lysosomes; and C, D, G, H, K, and L are merged images

**Fig. 8:**
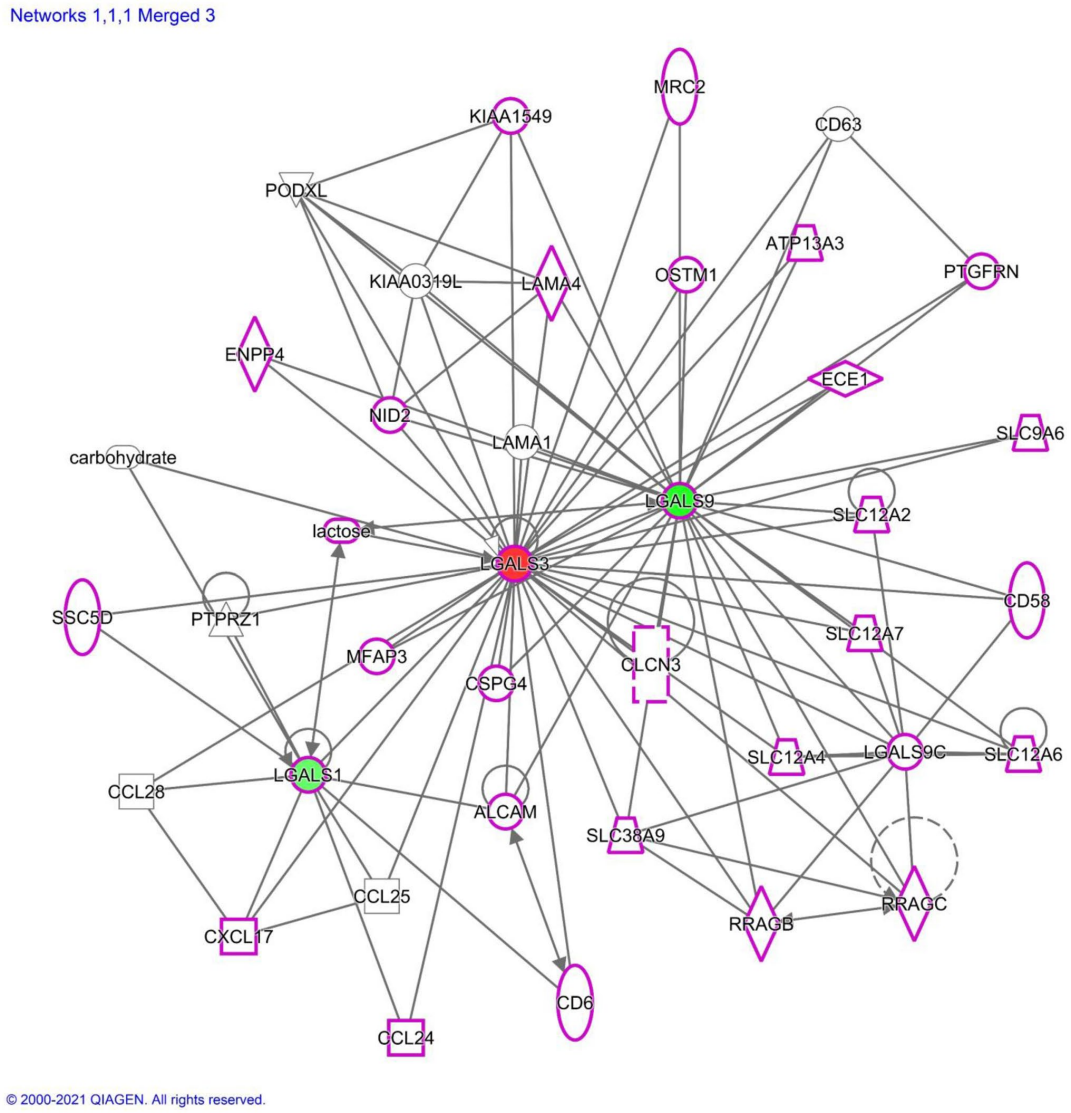
IPA network of galectins-1, -3, and -9 interactions. Red represents upregulated genes while green represents downregulated genes. The intensity of colors is directly proportional to the fold change. Purple shapes represent genes associated with lipid metabolism. The values are common number of genes between each observation

### Ingenuity pathway analysis (IPA)

Data obtained from MarkerView were used for comparisons of three biological conditions CIC vs CIM, CIC vs MIM, and CIM vs MIM and were uploaded to IPA as three separate observations. The data comprised of p-value and Log_10_(Fold Change) for each observation. Then, core analysis was run with preset analysis settings in which we specified analyzing all pathways for humans only. The results for all three observations were then run through comparison analysis in IPA. Insignificance threshold for –log(P-value) was set to 1.5 for the outputs obtained. The three networks were finally overlapped to find connections between galectin-1, -3, and -9 (Fig. 9).

IPA analysis presented in Fig. 8 shows connection of galectins-1, -3 and -9 in their regulatory processes. The presented network shows that these galectins are connected as well as they are connected to a number of other regulatory proteins. One group consists of several chemokines such as CXCL17, CCL24, CCL25, and CCL28 associated primarily with galectin-1. These chemokines are involved in regulating, in positive or negative mode, T cells, macrophages, monocytes, and dendritic cells (DC), all relevant for the function of the immune system (Lee et al. 2013) as well as other cells of hematopoietic origin.

The same network shows several genes involved with ion transport (Lysosomal Solute Carrier Transporters) such as SLC9A6, SLC12A2, SLC12A7, SLC12A6, SLC12A4, and SLC38A9 that are associated primarily with galectin-9. SLC transporters have been shown as essential for ion, molecule, and other solute transport to support lysosomal function (Bissa et al. 2016). More specifically SLC38A9 mediates transport of amino acids with low capacity and specificity with a slight preference for polar amino acids. SLC12A2 cation-chloride cotransporter mediates the electroneutral transport of chloride, potassium, and/or sodium ions across the membrane. SLC9A6 electroneutral exchange of protons for Na^+^ and K^+^ across the early and recycling endosome membranes contributes to calcium homeostasis. SLC12A7 mediates electroneutral potassium-chloride cotransport when activated by cell swelling. SLC12A6 mediates electroneutral potassium-chloride cotransport. It is important to note that our cyto-immune staining shows some association of galectins with LysoTracker; however, Meth does not have a profound effect on such co-localization.

Another example is ALCAM (activated leukocyte cell adhesion molecule, Q13740, CD166_HUMAN) that is directly connected to all galectins being investigated here (Ikeda and Quertermous 2004). ALCAM is a cell adhesion molecule mediating cell–cell contacts. Galectin-3 is located in the middle/center of IPA-generated network and link Gal-1 and Gal-9.

Further IPA core analysis showed that canonical analysis indicated the most change as measured by fold change was the BEX2 signaling pathway. BEX2 is a regulator of mitochondrial apoptosis and G1 cell cycle in breast cancer (Naderi et al. 2010). This aligns with other reports showing the effect of Meth on mitochondrial function (Barbosa et al. 2015). Following canonical pathways, we present upstream regulators. The latter category shows the strongest effect of Meth on pro-inflammatory cytokines (Fig. 9b). Again, it aligns with previously reported observation showing pro-inflammatory response of macrophages exposed to Meth (Bortell et al. 2015; Burns and Ciborowski 2016).

**Fig. 9:**
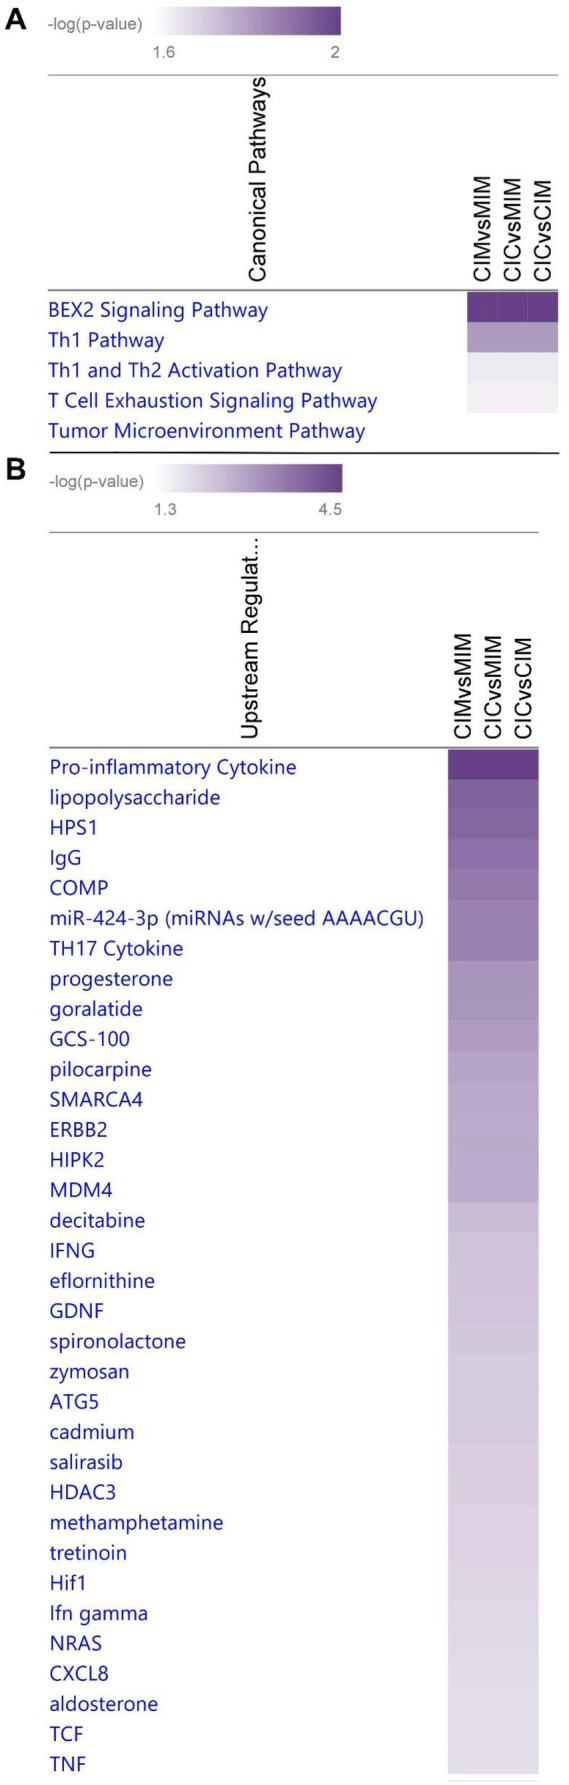
The results of the Ingenuity Pathways Core Analysis performed using Log_10_(Fold Change) values between CIC versus CIM, CIC versus MIM, and CIM versus MIM for galectins-1, -3, and -9 quantified in the nanoLC-SWATH-MS experiment. (**a**) Canonical pathways in which the investigated galectins are involved. (**b**) Upstream regulators that might be activated or inhibited to explain expression changes of the studied galectins. The color intensity ranges from the lowest to highest -log (p value)

## Discussion

As much as galectins themselves were studied to some extent, the effect of Meth on their expression is represented by very few publications (Parikh et al. 2015; Reynolds et al. 2012b, 2007). Published results do not allow for more comprehensive interpretation due to a variety of different experimental models used. In this study, based on SWATH-MS, followed by MRM, we present results of the effect of Meth on intracellular expression of galectin-1, -3, and -9 in HIV-1-infected hMDM. Analytical measurements applied here appear to be precise enough to detect small but significant differences. Our previous study (Haverland et al. 2014) showed that Meth had profound and statistically significant effects on expression of nucleic acid binding and regulatory proteins in HIV-1 infected macrophages. In that study, we used 4 donors of hMDM and performed SWATH-MS analysis using four groups: control, HIV-1 infected, Meth exposed, and HIV-1 infected and exposed to Meth; thus, experimental design was different than in this current one. Re-analyses of previous data are now included as Fig. S1 and Table S1 in the supplemental material.

Comparing previously published results (Haverland et al. 2014) and current SWATH-MS and MRM-MS analysis results, we conclude that SWATH-MS is substantially less sensitive and precise as MRM. Major limitation of MRM is low throughput while high throughput is major strength of SWATH-MS.

Reports describing the effect of Meth on expression and potential function(s) of galectins appear to be imprecise due to a variety of experimental models and experimental designs used. Here, we provide for the first time a systematic quantification of intracellular as well extracellular galectins.

Galectins are produced and secreted by many cell types and several important regulatory functions have been associated with their presence in circulation (Brinchmann et al. 2018; Johannes et al. 2018). Galectins belong to a group of cytoplasmic proteins that can be secreted to the surrounding milieu even without signal sequence for secretion. Popa et al. propose four mechanisms of secretion of galectins (Popa et al. 2018) out of which three are based on vesicle transport. Since we observe that in the presence of Meth, whether for shorter (CIM) or longer (MIM) time of exposure, secretion of all galectins is inhibited. 

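The intervals of the fold changes bound how far galectin mRNA was lowered in Meth-exposed macrophages. Galectin-1 was at 0.940-fold of CIC in MIM, with a 95% interval from 0.830 to 1.06, and at 1.04-fold in CIM (0.918 to 1.18). Galectin-3 was at 0.953-fold in MIM (0.848 to 1.07) and at 1.00-fold in CIM (0.894 to 1.13). Galectin-9 was at 1.04-fold in MIM (0.941 to 1.14) and at 0.958-fold in CIM (0.870 to 1.05). The lower bounds for these 3 secreted lectins lay between 0.830 and 0.941 of the CIC level. Of the 8 galectin family genes measured, none passed edgeR's test in any comparison. Galectin-8 (LGALS8), a galectin that marks damaged vesicles, had 73.6 ± 17.1 TPM in CIC, 68.2 ± 18.0 TPM in CIM and 73.5 ± 12.9 TPM in MIM. Galectin-2 (LGALS2) had 55.7 ± 34.9 TPM, 61.1 ± 46.4 TPM and 58.3 ± 44.3 TPM. LGALS3BP, which encodes a secreted glycoprotein bound by galectin-3, differed between MIM and CIM by 1.14-fold (0.860 to 1.52). LGALS9C, a near-identical copy of LGALS9 that can share its reads, was listed at 0.722 TPM in CIC, 1.33 TPM in CIM and 1.02 TPM in MIM, and its values, like those of LGALS9, are uncertain as far as reads were shared. Another 9 genes of the family, among them LGALS4, LGALS12 and CLC, had too few counts to be tested.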

Since we do not observe significant suppression of mRNA (see Fig. 3), transport of galectins to the extracellular space can be linked to deregulation of Rab proteins that are de-regulated upon Meth exposure (Macur et al. 2021) or other proteins involved in the regulation of vesicle-mediated transport.

Galectins are postulated to be involved in multiple regulatory processes via recognition of glycoconjugates, some of which are related to the regulation of the immune system by affecting T cells, macrophages, and B cells. As reported by Sato et al. (Sato et al. 2012), presentation of complex glycans on HIV-1 gp120 glycoprotein can be recognized by galectins-1, -3, and -9. Proposed mechanism postulates that these galectins might be involved in increasing HIV-1 infectivity and transmission via recognition of oligomannosyl polysaccharides, though their specificity and exact molecular mechanism is not entirely clear.

Our studies show that Meth has quite a profound effect on the expression of these three galectins in hMDM and this effect depends on the time of exposure, CIM vs. MIM. We suggest that these differences reflect the mechanism(s) of how macrophages try to cope with toxic insults such as presence of Meth. The molecular mechanism is not clear at this time and may include some epigenetically driven mechanisms to be explored in future studies.

Galectin-1. It was postulated that galectin-1 increases HIV-1 infectivity of T cells and macrophages through a mechanism involving an initial interaction with gp120 (Ouellet et al. 2015). Galectin-1 is the only galectin studied in the presence of illicit drugs (Reynolds et al. 2012a, b). In works of Reynolds group, morphine was used as a model, and the vast majority of results were acquired from experiments investigating gene expression. Our data presented in Fig. 4 show intracellular expression of galectin-1 in hMDM at the protein level showing significant suppression of this protein due to Meth exposure in already HIV-1-infected hMDM. Although prolonged exposure to Meth shows a slight rebounded expression, it still remains significantly lower than in the absence of Meth.

Galectin-3. It has been postulated that increase of galectin-3 is induced by expression of Tat protein mediated by the Sp-1 binding transcription factor. This conclusion was made based on an investigation involving several transformed cell lines (Fogel et al. 1999) but not primary human cells, such as T cells and macrophages, which are direct targets of HIV-1. Our data presented in Fig. 4 show a profound decreased expression of intracellular galectin-3 particularly after longer exposure to Meth as it was in MIM condition. This appears opposed to observations presented by Fogel et al. postulating that expression of galectin-3 is related to the expression of gene *tat* (Fogel et al. 1999). Otherwise, we would expect that transcription and protein level of Tat would be increased during active infection of hMDM. Importantly, Lee and colleagues (Lee et al. 2002) did not observe an effect on SP-1 biding activity to DNA due to Meth injections into mice. Summarizing, it is not the first time when results from several studies show opposite results; therefore, galectins warrant further investigations because they are undoubtfully significant pathogenic factors in HIV-1 infections.

Galectin-9. The role of galectin-9 in viral infections, including HIV-1, appears multipurpose. Some reports suggest that galectin-9 plays a role as a negative regulator in T cells’ immune response to viral infections (Merani et al. 2015), while others postulate that galectin-9 is a potent mediator of HIV-1 transmission and reactivation (Abdel-Mohsen et al. 2016). It must be noted that all investigations reported to date are focused on T cells, while expression of galectin-9 as a pathogenic and/or regulatory factor was not investigated in macrophages. This makes our data presented in Fig. 5 a novel observation showing that when HIV-1-infected hMDMs are exposed to 100 µM of Meth, expression of galectin-9 is significantly increased despite whether Meth is added prior to or after viral infection. We may speculate that increased expression of galectin-9 in hMDM will translate, in part, to increased extracellular levels of this lectin in cerebrospinal fluid (CSF) and/or peripheral blood. This hypothesis has yet to be tested, and the significance of galectin-9 expression intracellularly in macrophages is not clear. Another question is whether galectin-9 may contribute to higher infectivity of macrophages by HIV-1 while exposed to Meth.

## Conclusions

Our data of comprehensive quantification of intra- and extracellular galectins uncover specific changes induced by Meth (Figs. 4 and 5). Interestingly, we did not observe significant effect of Meth at the RNAseq level. 

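Of 32 cell cycle genes, PLK1 and RRM2 passed edgeR's test as higher in macrophages exposed to Meth before and after infection than in those exposed after infection only, and the list as a whole was called with a fixed correlation but not with an estimated one (adjusted p = 0.128). The mitotic kinase PLK1 and the ribonucleotide reductase subunit RRM2, which makes deoxynucleotides for DNA synthesis, rose in MIM against CIM, as did the chemokine CXCL12. In edgeR no gene fell, while DESeq2 called genes in both directions. PLK1 had 5.68 ± 3.54 TPM (SD, n = 6 donors) in MIM and 3.69 ± 2.45 TPM in CIM, and RRM2 had 16.3 ± 8.42 TPM and 10.3 ± 5.79 TPM. Against CIC, no gene passed in edgeR in either Meth condition, and DESeq2 and limma-voom each called 1 in MIM.
PLK1 lies on chromosome 16 from 23688977 to 23701688, and its log2 fold change was 0.71 (standard error 0.11, adjusted p = 0.0264 from edgeR). RRM2 lies on chromosome 2 from 10262455 to 10271545 and had a log2 fold change of 0.67 (standard error 0.10, adjusted p = 0.0264 from edgeR). Both were higher in 6 of 6 donors, with 95% intervals of the fold from 1.40 to 1.93 and from 1.37 to 1.85. CXCL12, on chromosome 10 from 44793038 to 44881941, had 6.50 ± 13.0 TPM in MIM and 0.517 ± 0.749 TPM in CIM, and was higher in 5 of 6 donors (log2 fold change 3.32, standard error 0.44, adjusted p = 0.0264 from edgeR). For CXCL12, 1 MIM library held 32.9 TPM against at most 3.86 TPM in the other 5, and without replicate 5 the log2 fold change was 2.43 (adjusted p = 0.283 from edgeR). Without replicate 1, 4, 5 or 6 the count of 3 genes became 0, and without replicate 2 or 3 it became 2. PLK1 passed in none of these fits (adjusted p from 0.057 to 0.283 from edgeR), and RRM2 passed only without replicate 2. Without replicate 3, CXCL12 was the only one of the 3 genes that passed. The count was also 0 with the donor block left out and with limma on log2 TPM, 10 with limma-voom, 29 with DESeq2 and 66 with no filter on low counts. At an unadjusted p under 0.05 edgeR gave 1427 genes in this comparison, where chance gives 729 on average. How far this count varies by chance among genes that vary together was not computed. FAM111B, a protease of replicating cells, had a log2 fold change of 0.93 (adjusted p = 0.12) and TCF19, a factor of the G1/S transition, one of 0.63 (adjusted p = 0.217), and neither passed in edgeR, while DESeq2 called both. Among the lower values with the smallest p that did not pass in edgeR were the calcium channel RYR1 (-0.40, adjusted p = 0.176), the lipoprotein receptor VLDLR (-0.75), RASGEF1A (-0.57), SYTL3 (-0.36) and MAGEF1 (-0.44), the last 4 at an adjusted p of 0.218 from edgeR. DESeq2 called these genes except MAGEF1.
Of 32 genes of S phase and mitosis, listed before the data were examined, PLK1 and RRM2 rose in MIM against CIM over all genes tested. Adjusted over the list alone, 20 rose and none fell, and all 32 had a log2 fold change above 0, with a median of 0.37. The list stood above other genes with camera (adjusted p = 2.11e-27), and had an adjusted p = 0.128 with an estimated correlation. Against CIC, no member rose in MIM over all genes tested, 20 rose when adjusted over the list alone, and the median was 0.32 (camera adjusted p = 2.02e-26, adjusted p = 0.128 with an estimated correlation). Both comparisons use the same MIM libraries. CDC6, which loads the replicative helicase, and the checkpoint kinase BUB1 had log2 fold changes of 0.69 and 0.48 against CIC, with an adjusted p of 0.62 from edgeR over all genes. The 4 measured markers of T and NK cells were higher in MIM than in CIM by 0.21 on the log2 scale in the mean within donors, in 5 of 6 donors (exact sign-flip p = 0.281). The 5 measured markers of B and plasma cells were higher by 0.17 in the mean within donors, in 4 of 6 donors (exact sign-flip p = 0.594, -0.03 to 0.40 with 1 donor left out), with a mean log2 fold change of 0.49 from edgeR (camera adjusted p = 0.000874, adjusted p = 0.372 with an estimated correlation).
Genes that answer to interferon had lower mean values in CIM than in CIC in 4 of 6 donors and higher in 2. The mean log2 difference within donors was -0.50 (-1.21 to 0.42, exact sign-flip p = 0.188). Of 35 such genes, 2 had a log2 fold change above 0 and the median was -0.40 (camera adjusted p = 5.21e-21, adjusted p = 0.430 with an estimated correlation). In MIM against CIM, 35 of 35 lay above 0, with a median of 0.39 (camera adjusted p = 9.38e-09, adjusted p = 0.772 with an estimated correlation). In CIM against CIC no member passed over all genes tested, and adjusted over the list alone ISG20, an exonuclease with antiviral activity, fell. ISG20 had 2.15 ± 1.17 TPM in CIM and 6.26 ± 5.52 TPM in CIC. Of 17 markers of classically activated macrophages, 6 fell when adjusted over the list alone, among them CD38, the chemokine CXCL9 and the GTPase GBP1, and IL1B rose (camera adjusted p = 2.65e-11, adjusted p = 0.200 with an estimated correlation). IL1B, the interleukin-1β gene, had 6.94 ± 2.93 TPM in CIM and 4.16 ± 1.56 TPM in CIC, and did not pass over all genes (adjusted p = 1.00 from edgeR). The list of pro-inflammatory cytokines and chemokines, which holds IL1B, went the other way. Of its 20 measured genes 6 had a log2 fold change above 0 and the median was -0.18 (camera adjusted p = 0.00143, adjusted p = 0.658 with an estimated correlation). Its mean was lower in 5 of 6 donors (exact sign-flip p = 0.188). Of 7 measured markers of dendritic cells, 1 had a log2 fold change above 0 and the median was -0.28 (camera adjusted p = 0.00619, adjusted p = 0.268 with an estimated correlation). The other values farthest from 0 by p in this comparison were AC004057.1 (log2 fold change 0.38), LRR1 (0.35), the monocyte receptor CD300E (0.69) and CCNB1IP1 (0.31). On the lower side they were CXCL12 (-2.06), the carboxylesterase CES1 (-0.70), RARRES1 (-0.52) and the iron transporter SLC11A2 (-0.20), all at an adjusted p of 1.00 from edgeR.
In MIM against CIC, targets of hypoxia-inducible factor and of the integrated stress response had lower means in 5 of 6 donors each. The exact sign-flip p was 0.0625 for either list, and 0.731 adjusted over 117 such tests. Of 16 hypoxia genes, 5 fell when adjusted over the list alone, among them NDRG1 and MXI1 (camera adjusted p = 1.19e-10, adjusted p = 0.268 with an estimated correlation). Of 28 genes of the stress response, NUPR1 and VLDLR fell when adjusted over the list alone (camera adjusted p = 8.54e-07, adjusted p = 0.307 with an estimated correlation). NUPR1, a stress-induced regulator of transcription, had 35.8 ± 9.40 TPM in MIM and 60.2 ± 17.2 TPM in CIC (log2 fold change -0.74, adjusted p = 0.62 from edgeR). DESeq2 called NUPR1 with an adjusted p of 0.00899. The matrix protein TNC (0.58) and the serotonin receptor HTR2B (0.91) were among the highest values and EMR3 (-0.54), the collagenase MMP1 (-0.80), SSSCA1 (-0.45) and the linker histone H1F0 (-0.36) among the lowest, at the same adjusted p of 0.62 from edgeR. The count of 0 genes against CIC came with 502 genes at an unadjusted p under 0.05 in CIM and 754 in MIM from edgeR. Chance gives 729 on average in each. DESeq2 and limma-voom each gave 0 genes in CIM and 1 in MIM, limma on log2 TPM gave 0 in both, and edgeR with no filter gave 6 and 15. A joint test of the 3 conditions called 0 genes with edgeR (923 at an unadjusted p under 0.05), 15 with DESeq2, 6 with limma-voom and 68 with no filter. Of 36 lists tested, camera called 11 in CIM against CIC, 6 in MIM against CIC and 9 in MIM against CIM, and with an estimated correlation none was called. In the same order, 19, 87 and 62 of 100 splits of the libraries gave as many lists, so these counts do not exclude chance.

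**Figure D2:**
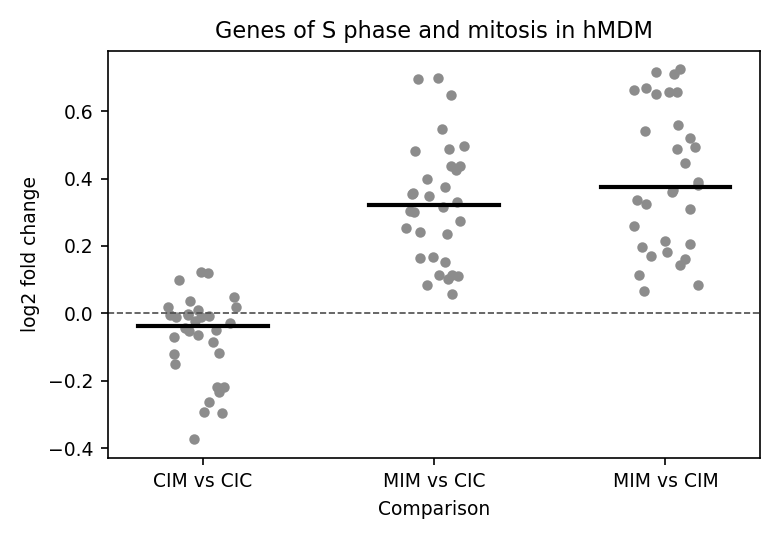
Log2 fold change of 32 cell cycle genes in each comparison, from edgeR's quasi-likelihood fit, with 1 point for each gene and a black line at the median. The 32 genes lie above 0 in both comparisons of MIM, and 8 of them lie above 0 in CIM against CIC.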

SWATH-MS analysis showed differerences in fold changes of galectin-1, -3 and -9, between CIC, CIM and MIM conditions, but they were not statistically significant.This is most likely due to a lack of sensitivity required to quantify small changes. As expected, MRM measurements showed more significant differences. Some differences are very small and exhibit significance close to borderline. Immune-cytostaining showed quite even distribution of galectins throughout cytoplasm with some overlap with lysosomes stained with LysoTracker. Further bioinformatic investigations show pro-inflammatory phenotype of hMDM and suggest a possibility of a much broader effect particularly in the local milieu of macrophages residing in tissues such as the brain (Figs. 8 and 9).

Thus, our study provides the first comprehensive quantification of three galectins representing three types of these proteins and should be considered as a foundation for future studies such as latency of HIV-1 infection. Further bioinformatic investigation of metabolic pathways combined with various experimental designs might be critical in deciphering the exact role of these important regulators of the innate immune system as potential biomarkers of disease progression and efficacy of therapies.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The mass spectrometry datasets used in this study were deposited to PRIDE (DDA and SWATH data – accession number PXD023291) or the PeptideAtlas PASSEL (MRM data – accession number PASS01591) repositories, which are both members of the ProteomeXChange Consortium. The RNAseq datasets have deposited in NCBI GEO and are available with accession number GSE160323.

# Supplementary material for: HIV-1 and methamphetamine alter galectins -1, -3, and -9 in human monocyte-derived macrophages
**Source:** J Neurovirol. 2022 Feb 17;28(1):99–112. doi: 10.1007/s13365-021-01025-4

Journal of NeuroVirology

HIV-1 and Methamphetamine alters Galectins -1, -3, and -9 in Human Monocyte-Derived Macrophages

Supplementary Materials

Kinga Grabowska^1,2, $^, Katarzyna Macur^1,3, $^, Sarah Zieschang^1^, Lubaba Zaman^1^, Nicole Haverland^1^, Andrew Schissel^1^, Brenda Morsey^1^, Howard S. Fox^1^, and Pawel Ciborowski^1, *^

^$^ - Equal contribution

Dr. Pawel Ciborowski

Department of Pharmacology and Experimental Neuroscience

University of Nebraska Medical Center

Omaha, NE 68198-5800

Supplementary Materials

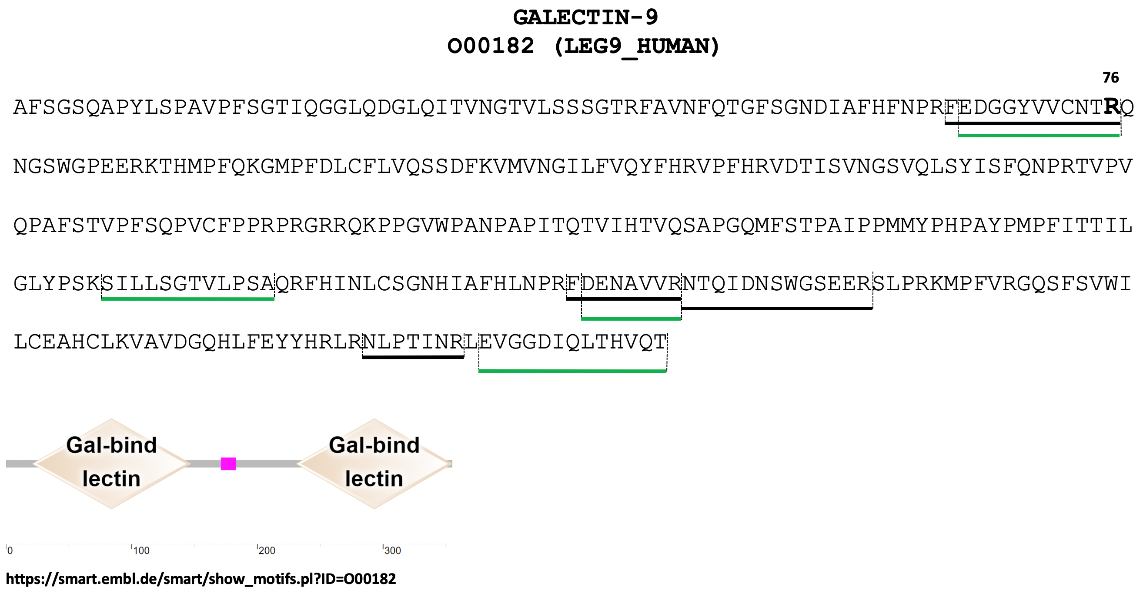

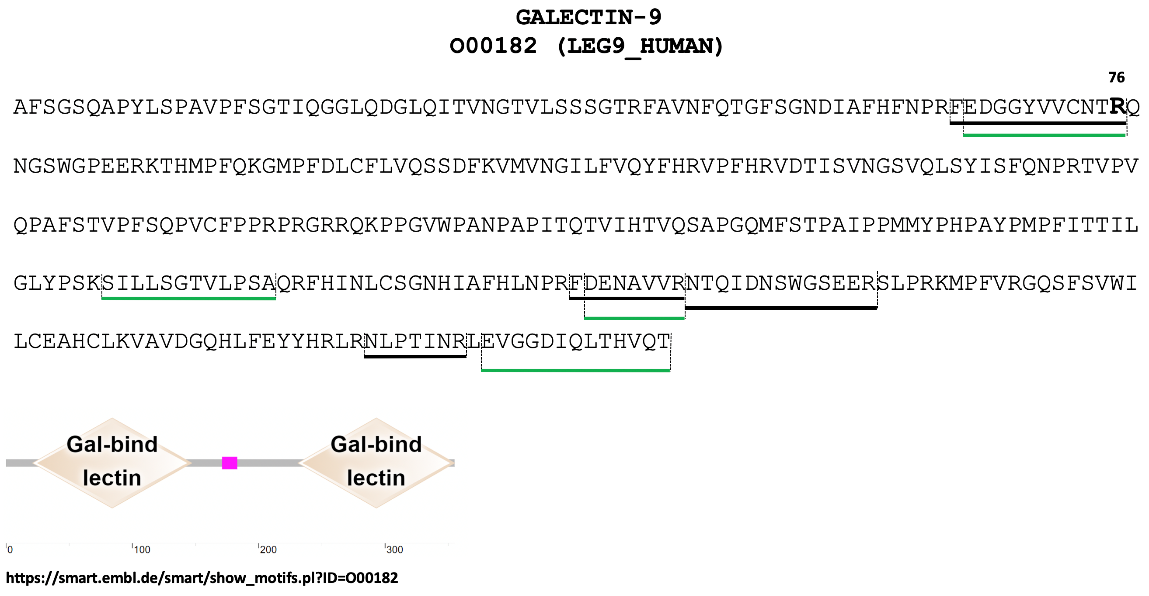

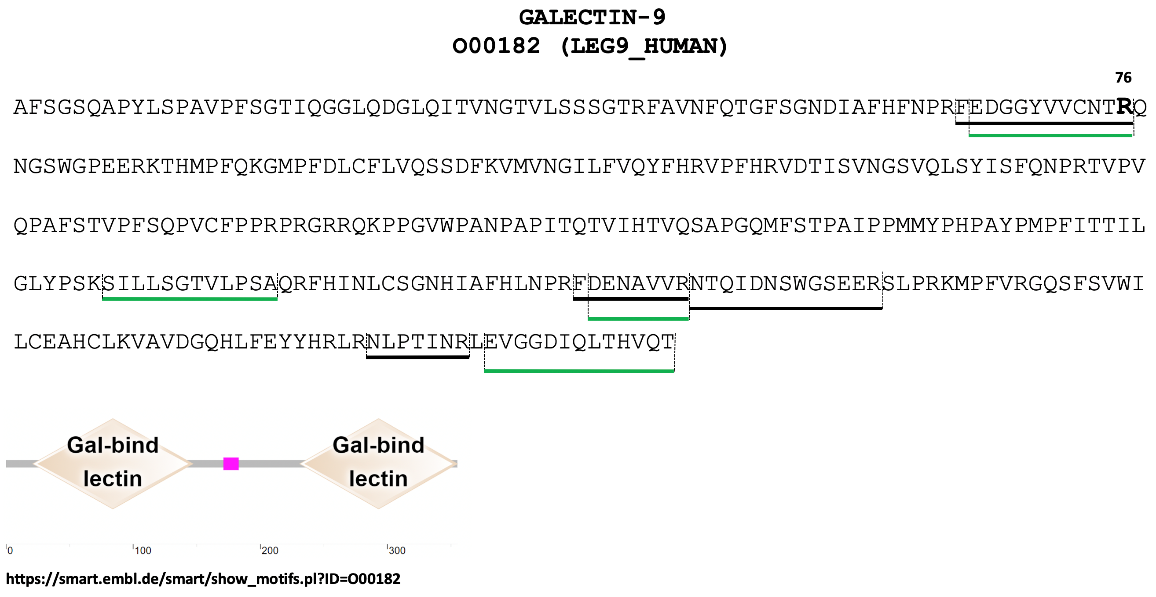

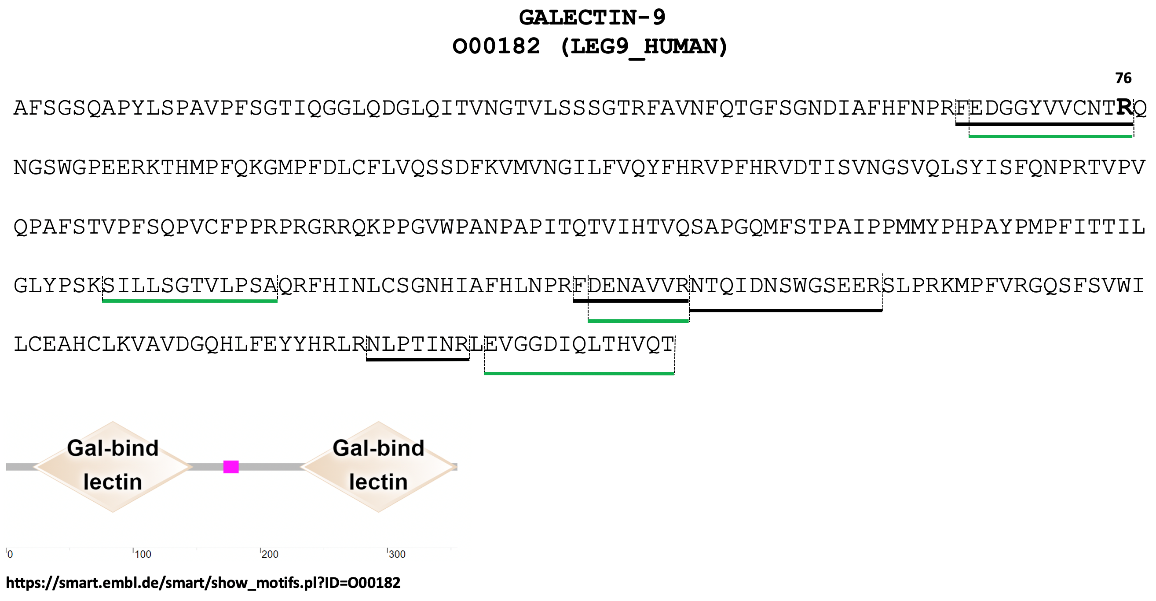

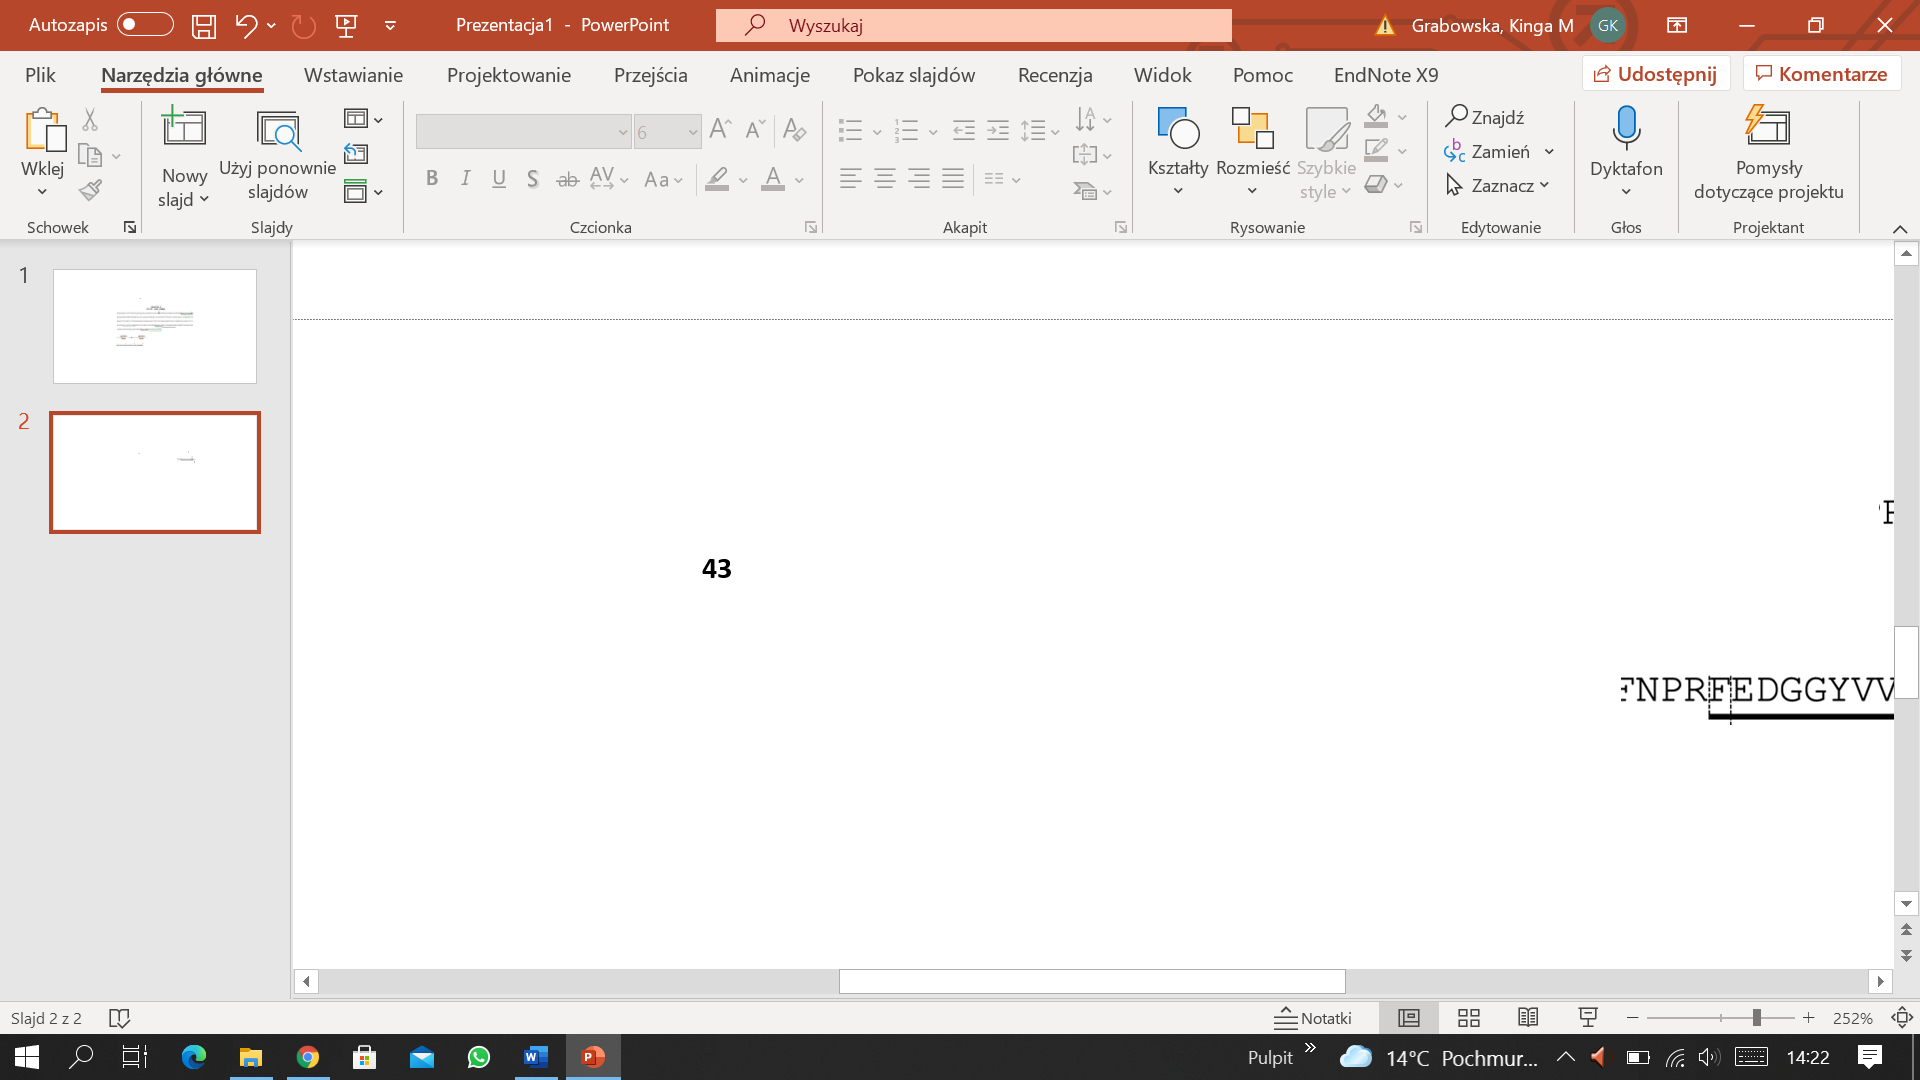

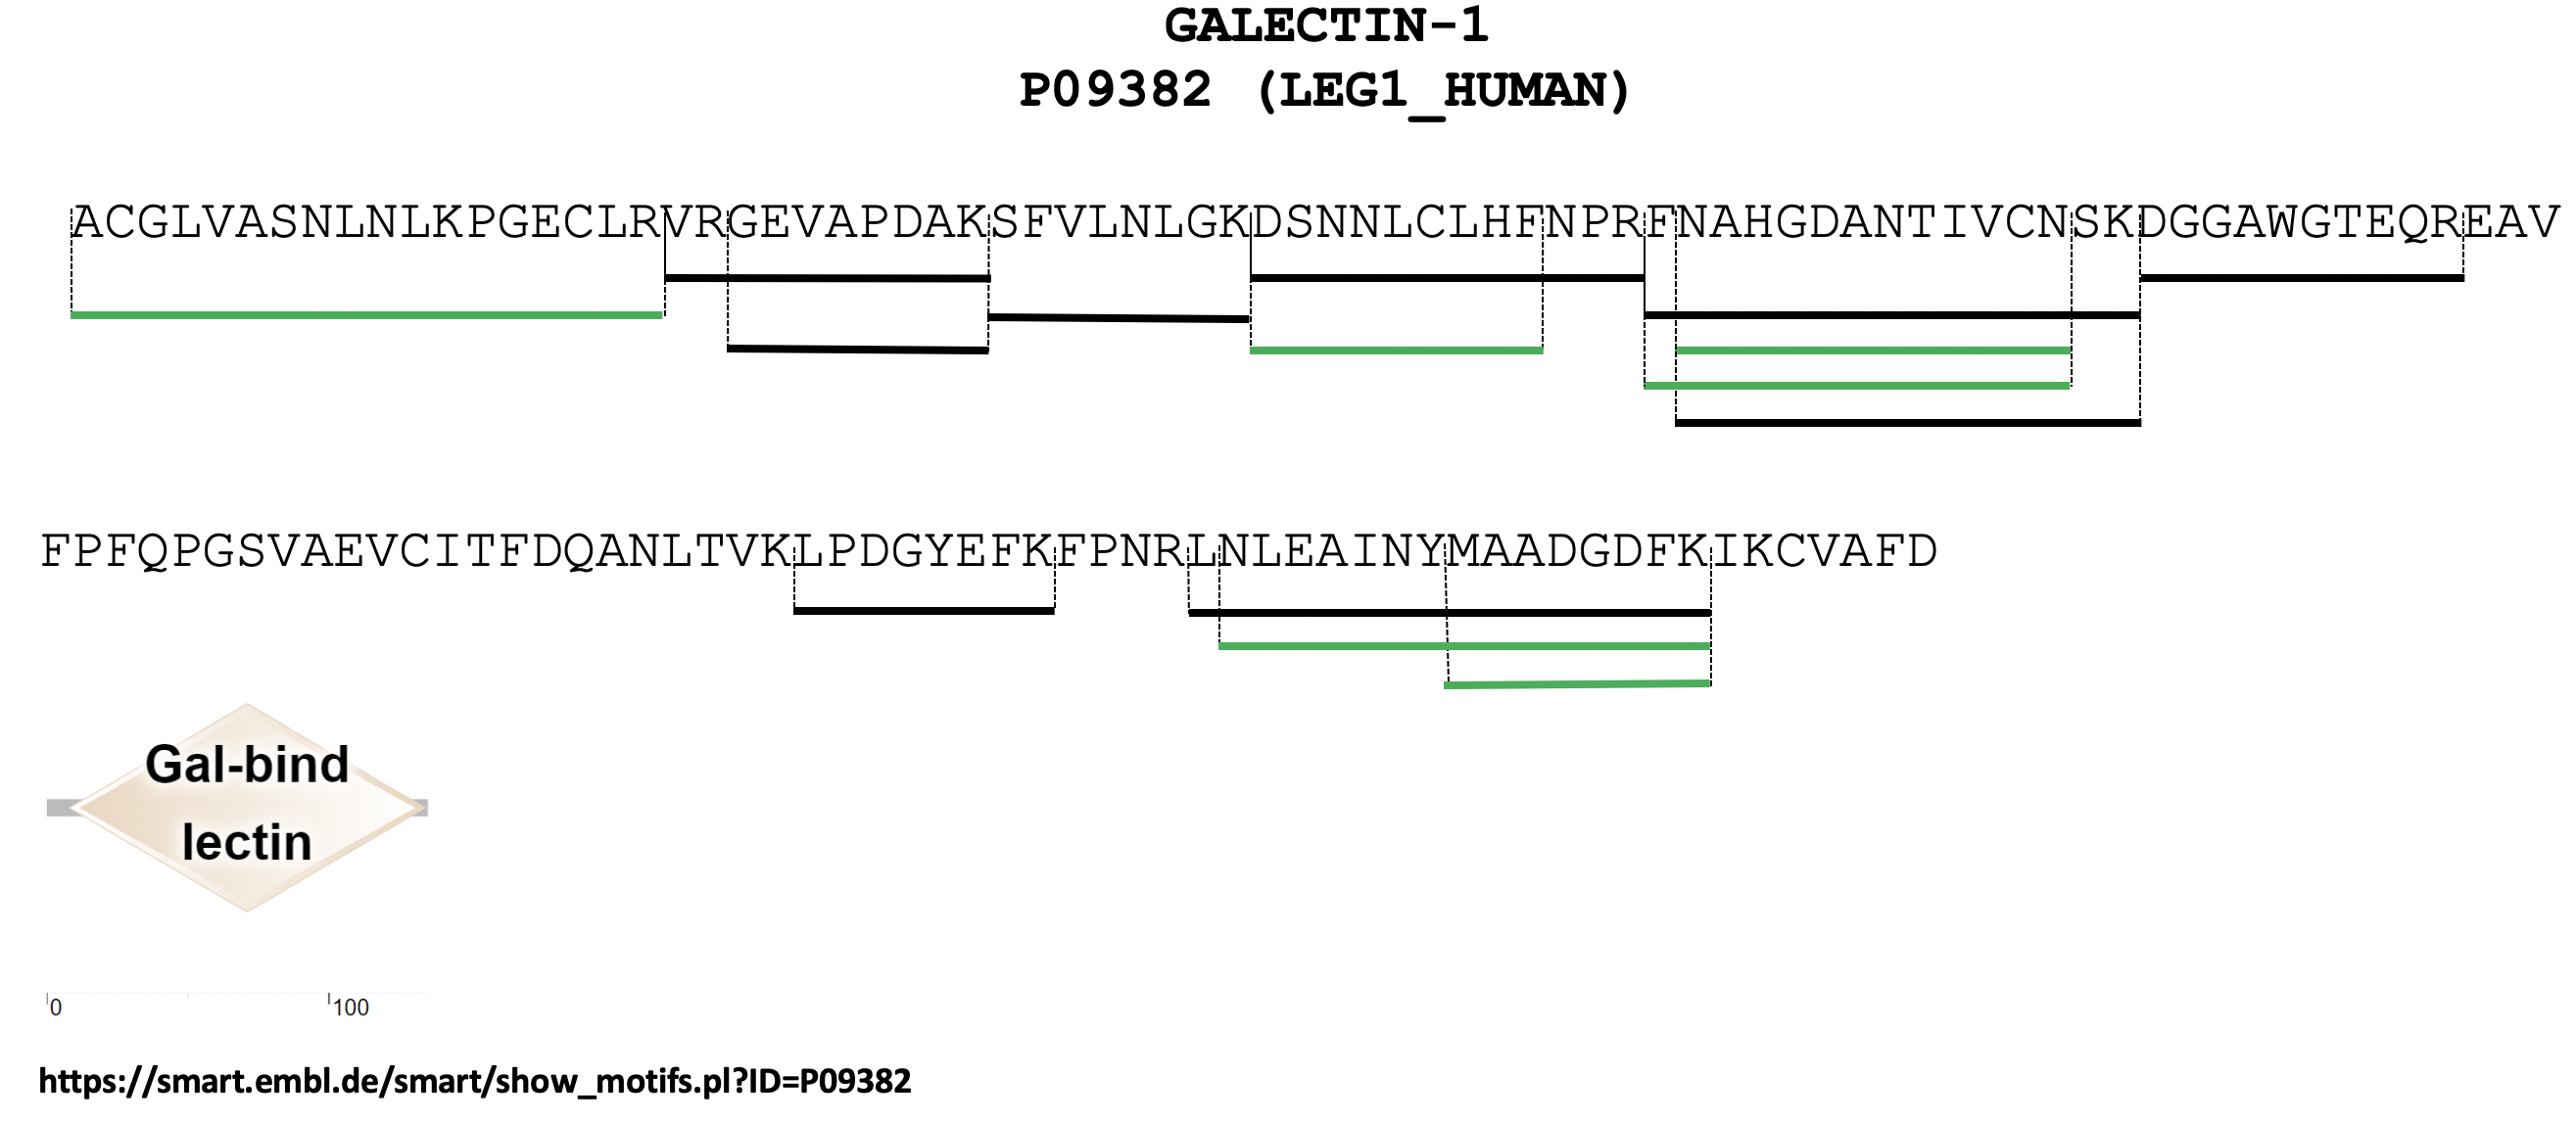

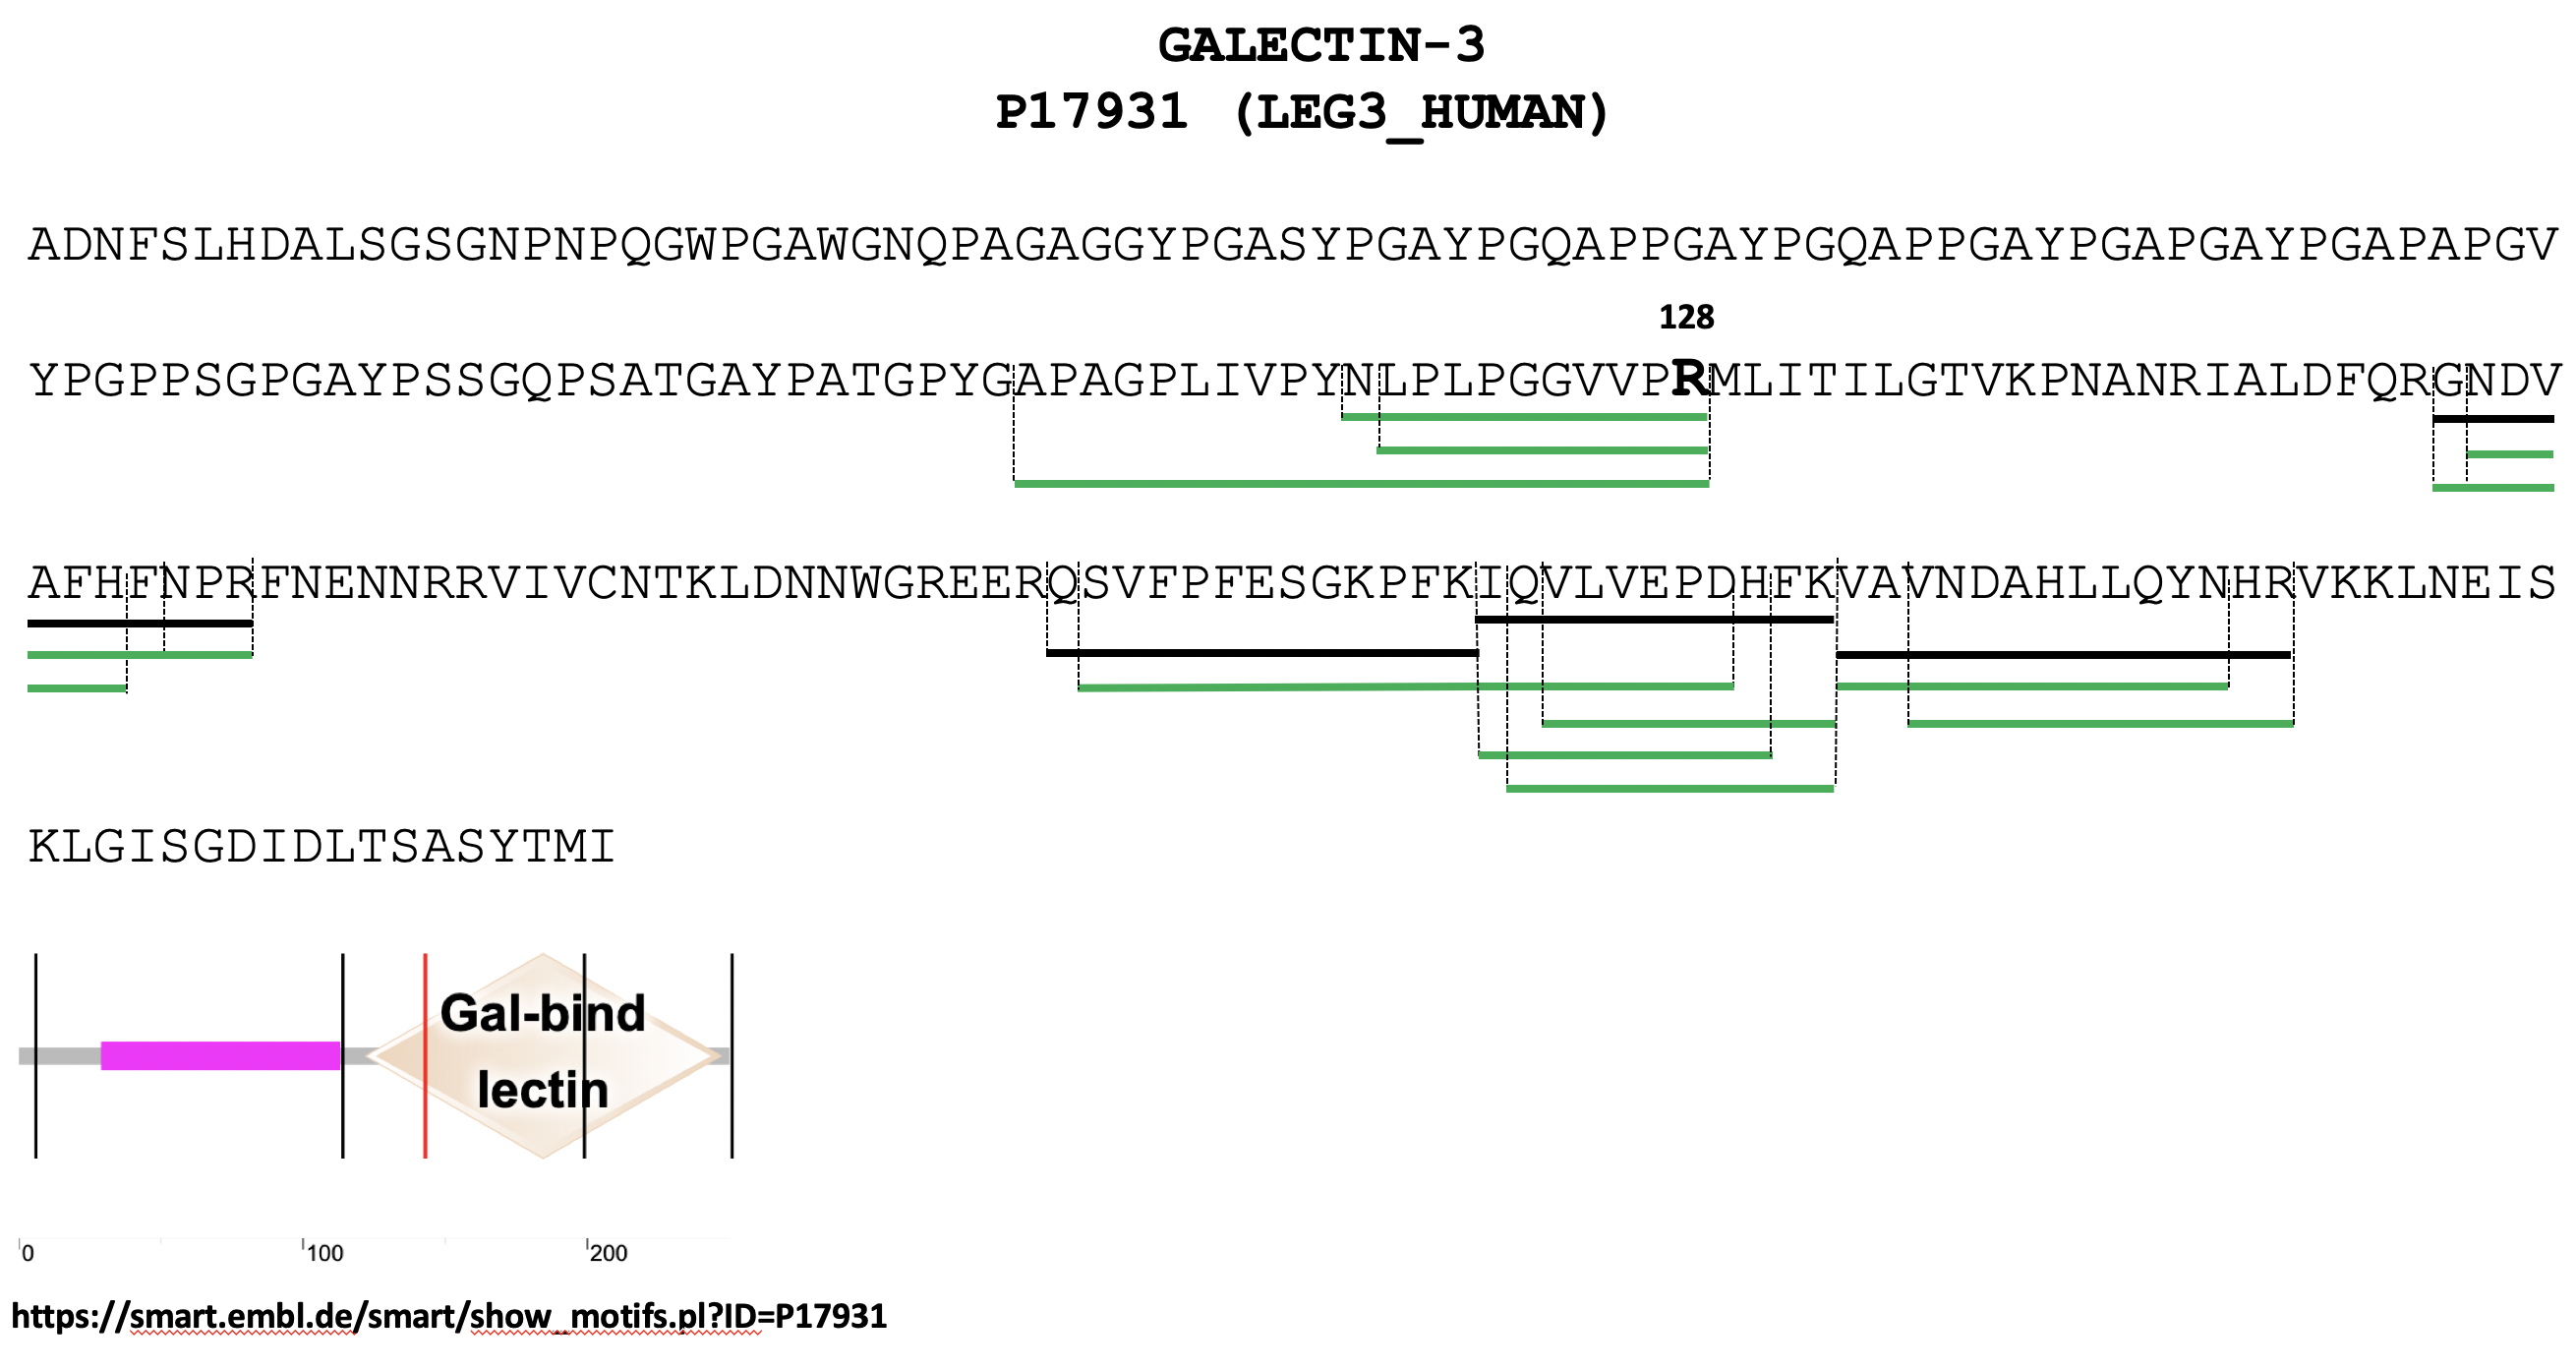

**Figure S1.** Sequence coverage of galectins -1, -3, and -9 obtained from MS analysis. Gal binding domain(s) were derived from <https://smart.embl.de/smart/show_motifs.pl?ID=O00182> and are shown under a.a. sequence. Black bars show peptides that are derived from sequence of K or R at position -1 of N-terminus and K or R at C-terminal position indicating that such peptides were derived from continuous sequence by trypsin. Green bars indicate peptides that have either K or R at position -1 of N-terminus and K or R at C-terminal position suggesting that these peptides were derived from fragment of galectins. For Gal -3, first R susceptible to trypsin cleavage is at position 128, while for Gal -9 it is at position 43. There is no sequence coverage of part located N-terminally to these arginine residues.

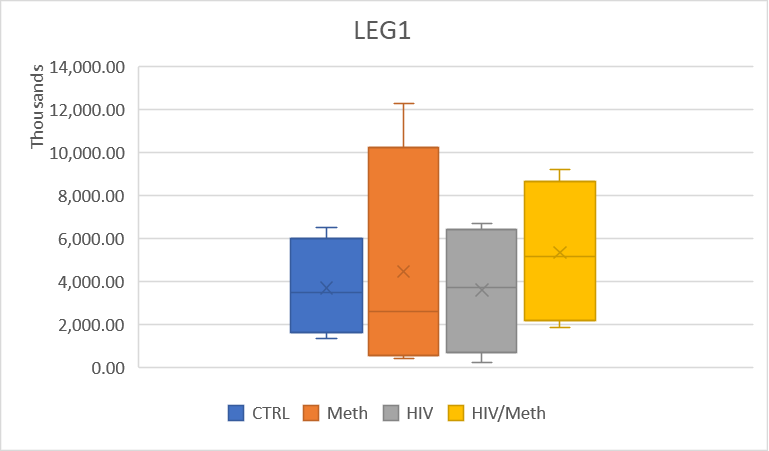

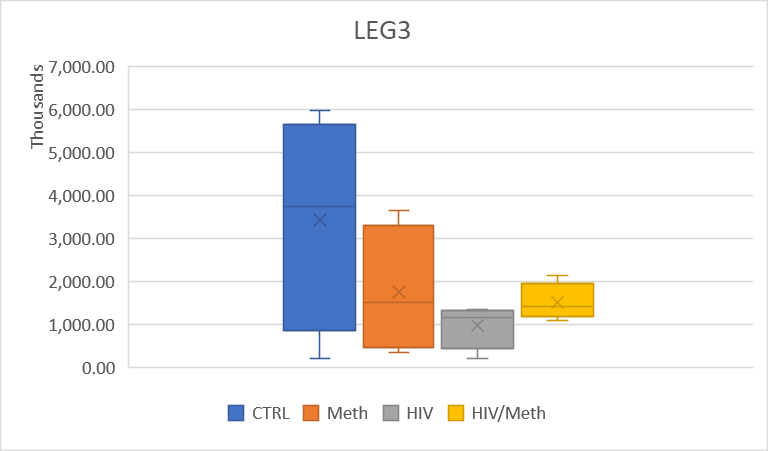

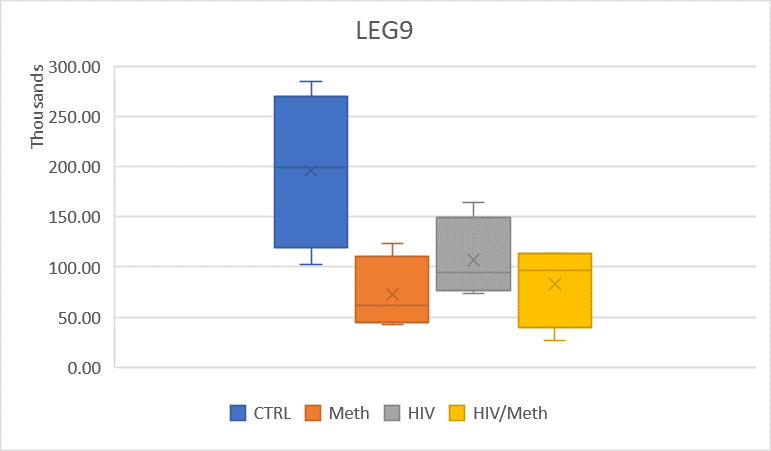

**Gal-1**

**Gal-3**

**Gal-9**

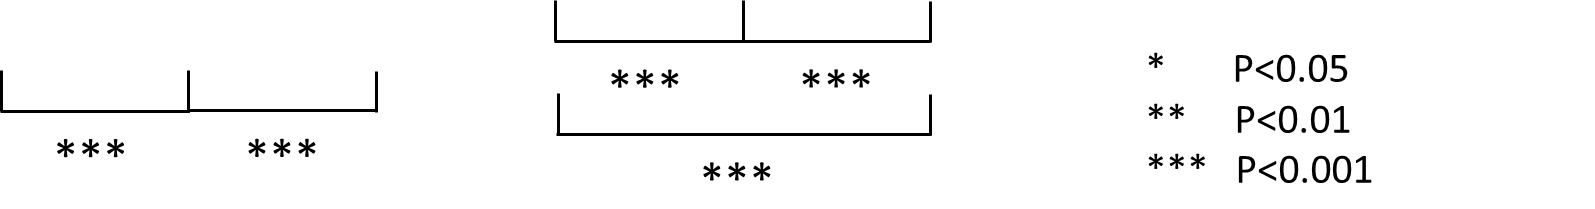

*

**Figure S2.** SWATH analysis of intracellular expression of Galectins -1, -3, and -9 in hMDM in untreated/uninfected (CTRL), Meth-treated (Meth), HIV-infected (HIV), and HIV-infected/Meth-treated (HIV/Meth) conditions. Each condition was measured for 4 donors. One star represents p-value < 0.05.

**Table S1.** The MRM transitions used for galectin-1, -3, and -9 quantitative analysis in CIC/CIM/MIM donors samples. Abbreviations used in the table: Q1 – precursor ion m/z, Q3 – fragment ion m/z, ID – transition name, DP – de-clustering potential, CE – collision energy, m/z – mass to charge ratio. Construction of the transitions IDs was as presented following the example of sp|P17931|LEG3_HUMAN.IQVLVEPDHFK.+2y7ID for peptide IQVLVEPDHFK from human galectin-3 (LEG3_HUMAN) protein: UniProt Accesion number (e.g. sp|P17931|) UniProt name (e.g. LEG3_HUMAN). Peptide amino acid sequence (e.g. IQVLVEPDHFK). Ion charge (e.g. +2) Fragment ion type (e.g. y7) Fragment ion charge (e.g. +1)

| **Q1** | **Q3** | **Dwell time** | **ID** | **DP** | **CE** |
| --- | --- | --- | --- | --- | --- |
| 393.7032 | 600.3352 | 25 | sp\|P09382\|LEG1_HUMAN.GEVAPDAK.+2y6 | 59.8 | 23 |
| 393.7032 | 501.2667 | 25 | sp\|P09382\|LEG1_HUMAN.GEVAPDAK.+2y5 | 59.8 | 23 |
| 393.7032 | 430.2296 | 25 | sp\|P09382\|LEG1_HUMAN.GEVAPDAK.+2y4 | 59.8 | 23 |
| 484.7398 | 855.3883 | 25 | sp\|P09382\|LEG1_HUMAN.LPDGYEFK.+2y7 | 66.5 | 26.3 |
| 484.7398 | 758.3355 | 25 | sp\|P09382\|LEG1_HUMAN.LPDGYEFK.+2y6 | 66.5 | 26.3 |
| 484.7398 | 428.1978 | 25 | sp\|P09382\|LEG1_HUMAN.LPDGYEFK.+2y7+2 | 66.5 | 26.3 |
| 892.9298 | 1131.478 | 25 | sp\|P09382\|LEG1_HUMAN.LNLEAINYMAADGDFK.+2y10 | 96.2 | 41 |
| 892.9298 | 854.3713 | 25 | sp\|P09382\|LEG1_HUMAN.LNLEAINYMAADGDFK.+2y8 | 96.2 | 41 |
| 892.9298 | 723.3308 | 25 | sp\|P09382\|LEG1_HUMAN.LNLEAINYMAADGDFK.+2y7 | 96.2 | 41 |
| 637.3073 | 888.4475 | 25 | sp\|P17931\|LEG3_HUMAN.GNDVAFHFNPR.+2y7 | 77.6 | 31.8 |
| 637.3073 | 817.4104 | 25 | sp\|P17931\|LEG3_HUMAN.GNDVAFHFNPR.+2y6 | 77.6 | 31.8 |
| 637.3073 | 670.342 | 25 | sp\|P17931\|LEG3_HUMAN.GNDVAFHFNPR.+2y5 | 77.6 | 31.8 |
| 662.8666 | 1083.583 | 25 | sp\|P17931\|LEG3_HUMAN.IQVLVEPDHFK.+2y9 | 79.4 | 32.7 |
| 662.8666 | 984.5149 | 25 | sp\|P17931\|LEG3_HUMAN.IQVLVEPDHFK.+2y8 | 79.4 | 32.7 |
| 662.8666 | 871.4308 | 25 | sp\|P17931\|LEG3_HUMAN.IQVLVEPDHFK.+2y7 | 79.4 | 32.7 |
| 878.9373 | 1101.513 | 25 | sp\|P17931\|LEG3_HUMAN.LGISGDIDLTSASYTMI.+2y10 | 95.2 | 40.5 |
| 878.9373 | 986.4863 | 25 | sp\|P17931\|LEG3_HUMAN.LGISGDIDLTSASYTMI.+2y9 | 95.2 | 40.5 |
| 878.9373 | 772.3546 | 25 | sp\|P17931\|LEG3_HUMAN.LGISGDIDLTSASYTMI.+2y7 | 95.2 | 40.5 |
| 475.2405 | 687.3784 | 25 | sp\|O00182\|LEG9_HUMAN.FDENAVVR.+2y6 | 65.8 | 26 |
| 475.2405 | 558.3358 | 25 | sp\|O00182\|LEG9_HUMAN.FDENAVVR.+2y5 | 65.8 | 26 |
| 475.2405 | 373.2558 | 25 | sp\|O00182\|LEG9_HUMAN.FDENAVVR.+2y3 | 65.8 | 26 |
| 867.4234 | 914.4155 | 25 | sp\|O00182\|LEG9_HUMAN.VAVDGQHLFEYYHR.+2y6 | 94.4 | 40.1 |
| 867.4234 | 638.3045 | 25 | sp\|O00182\|LEG9_HUMAN.VAVDGQHLFEYYHR.+2y4 | 94.4 | 40.1 |
| 867.4234 | 675.3229 | 25 | sp\|O00182\|LEG9_HUMAN.VAVDGQHLFEYYHR.+2y10+2 | 94.4 | 40.1 |
| 755.399 | 1168.596 | 25 | sp\|O00182\|LEG9_HUMAN.LEVGGDIQLTHVQT.+2y11 | 86.2 | 36.1 |
| 755.399 | 826.4417 | 25 | sp\|O00182\|LEG9_HUMAN.LEVGGDIQLTHVQT.+2y7 | 86.2 | 36.1 |
| 755.399 | 634.3357 | 25 | sp\|O00182\|LEG9_HUMAN.LEVGGDIQLTHVQT.+2y12+2 | 86.2 | 36.1 |

**Table S2.** Differences in expression of intracellular galectins identified and quantified by SWATH experiment in hMDM in untreated/uninfected (CTRL), Meth-treated (Meth), HIV-infected (HIV) and HIV-infected/Meth-treated (HIV/Meth) conditions. Statistically significant values are in red.

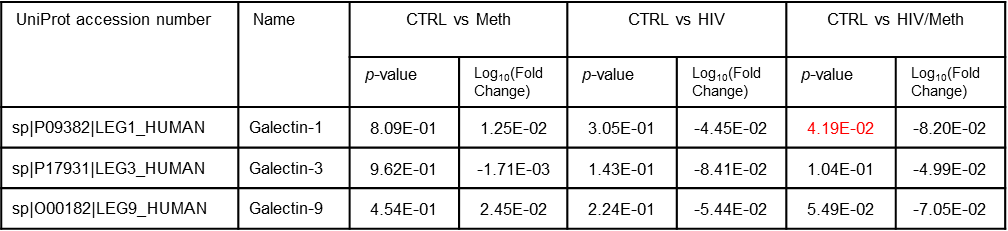

**Supplement:** Supplementary file 1 — Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

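RNA of HIV-1-infected monocyte-derived macrophages from 6 donors was sequenced in 3 conditions (CIC, CIM and MIM), which gave 18 libraries with 1 library per donor and condition. The methods describe mRNA library preparation, mapping to the human genome as in an earlier study, calculation of TPM, correction for donor with a generalized linear model and ANOVA in Partek Flow. The processing notes of the deposited samples name bcl2fastq 2.18.0.12, STAR and the build hg19 without saying what each was used for, and the release of the annotation and the settings of the counting are not given there.

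The authors deposited expected counts for each library in the columns that RSEM writes, with 57773 lines of human genes and a separate table of 9 HIV-1 genes. The TPM values deposited by the authors were scaled within each table, with human TPM scaled over the human genes alone. The authors' joint table of expected counts was equal to the tables of single libraries for 55507 symbols (largest difference 0). The values are not corrected for donor. Symbols that stand on several lines (244 symbols on 2266 lines) were summed, and XIST, TSIX and genes of the Y chromosome were left out, which left 55258 symbols. Gene coordinates are those of hg19.

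Human expected counts per library had a median of 19171507 over all libraries. Mitochondrial genes took 3.09% to 4.98% of the counts and the 10 most abundant genes took 10.0% to 16.0%. HIV-1 counts ranged from 3248 to 47959 per library. Intervals cover the spread between donors as the model estimates it, and reads without molecular identifiers are not independent molecules.

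Expected counts were rounded, filtered with filterByExpr by condition and normalized by TMM. Differences were tested with edgeR's robust quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), with the donor as a block, in all 18 libraries. The comparisons were CIM against CIC, MIM against CIC, MIM against CIM and a joint test of the 3 conditions. Benjamini-Hochberg adjusted p under 0.05 over 14582 genes counted as changed. The pairing by donor comes from the sample labels. Libraries of the same donor correlated by 0.509 to 0.796 (median 0.665, Pearson, across genes, after removing condition means), and 18 of 18 libraries correlated best with a library of their own donor.

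TPM of galectin-1, galectin-3 and galectin-9 was tested on log2(TPM + 1) with an exact permutation test of the blocked F statistic over 46656 orderings, and pairs of conditions with the exact two-sided sign-flip test over 6 donors. The same sign-flip test served for the HIV-1 share of counts and for means over gene lists within donors. Gene lists, 39 in all, covered pathways, macrophage states and markers of other cell types and were fixed before the data were examined. The 36 lists with at least 5 measured members were tested with camera at an inter-gene correlation of 0.01 (limma 3.58.1) and adjusted over 108 tests, and again with an estimated correlation and with fry. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the exact tests and plots.

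Genes are named by a rule fixed before the data were examined. It takes every measured galectin, the genes named in the paper, up to 12 genes per direction that passed in the same direction in 6 donors at 1 TPM or more, the 5 highest and 5 lowest by unadjusted p where fewer than 5 passed, and a few members of each list. Of the genes named in the paper, some are not reported here. Members of a list that passed only when adjusted over the list alone were chosen after their values were seen.

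The edgeR test was tested on simulated data before use, with counts drawn from the means and library sizes of these libraries. Of 14430 simulated genes, 0 were called between CIM and CIC, where none was changed. For MIM against CIC it recovered 38% of genes changed 1.25-fold, 76% of those changed 1.5-fold, 96% of those changed 2-fold and 100% of those changed 4-fold, and called 10 unchanged genes. The changed genes, 50 at each fold, left out those of lowest abundance, and with fewer changed genes the recovery can be lower. Alternatives fixed before the data were examined were DESeq2 1.42.0, its size factors in edgeR, limma-voom, limma on log2 TPM, no filter, a stricter filter, no donor block, only the 12 libraries of a comparison, a threshold of 0.10, another pseudocount, CPM in place of TPM and each donor left out. Uninfected macrophages were not examined because no library of this set holds them.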

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

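The tests of T and NK cell markers, of B and plasma cell markers and of Meth before infection, the values with 1 donor left out of the cell cycle list and the B and plasma cell markers, and those of CXCL12 with 1 donor left out and on log2 TPM, were chosen only after the result was seen.

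Cell cycle genes were higher in MIM than in CIM macrophages, and the mitotic kinase PLK1 (log2 fold change 0.71) and the nucleotide-making enzyme RRM2 (0.67) stood out because the test of the difference between both Meth conditions passed. The mean over the list within donors, on the log2 scale of normalized counts, was 0.39 higher in MIM, in 6 of 6 donors (0.33 to 0.44 with 1 donor left out, exact sign-flip p = 0.031, the smallest that 6 donors allow, and at least 0.731 adjusted over 117 such tests). Among 10000 random lists matched on expression 0 had a median as high as the list's 0.37, the highest reaching 0.12. This argues against a shift shared by genes of like abundance. A shift of whole libraries was already removed by normalization, so these lists cannot test library size. The random lists were drawn gene by gene, without the correlation within the list, so they give no measure of chance. Proliferating T and NK cells as the whole source are argued against by the low level of their markers in these cultures of elutriated monocytes. The 20 markers with values together rose by 1.29 TPM against 68.8 TPM for the list, and CD3D was at 0.177 TPM and CD3E at 0.162 TPM. The difference of 67.5 TPM (SD 57.3) was above 0 in 6 of 6 donors (exact p = 0.031). This test adds little, since the list was followed up for its rise in MIM. On the log2 scale the list exceeded the 4 measured markers in only 3 of 6 donors (0.18, exact p = 0.375). B and plasma cells cannot be told apart as a source, since their 10 markers with values rose by 28.6 TPM. This was 40.2 TPM less than the list (SD 24.7, 6 of 6 donors, exact p = 0.031, a test with the same limit). The rise of these markers rests on 1 donor, as without replicate 5 they rose by 4.52 TPM against 45.9 TPM for the list. Within donors the log2 mean of the 5 measured markers rose by 0.17 in 4 of 6 donors (exact p = 0.594). Meth before infection is a candidate explanation, as the list was also higher in MIM than in CIC, by 0.36 in 6 of 6 donors. The 5 measured markers of B and plasma cells were higher there too, by 0.29 in 6 of 6 donors (exact sign-flip p = 0.031). This contrast therefore does not part Meth from such cells. Both comparisons also share the MIM libraries, and macrophages with Meth before infection alone were not sequenced.

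CXCL12, a chemokine that binds CXCR4, was higher in MIM than in CIM (log2 fold change 3.32) and stood out by the same test and because 1 library lay far from the others, with 17.1 TPM in CIC against at most 0.99 TPM in the other 5 donors, and with 32.9 TPM in MIM against at most 3.86 TPM in the others. A single donor as the whole source cannot be told apart, because the bound of 1 set for the mean log2 difference within donors named no scale and CXCL12 was near the floor in CIM: with 1 donor left out the difference stayed at 1.59 or above on normalized counts (1.99 with all donors) and at 1.03 or above on log2 TPM with a pseudocount of 0.1 (1.53), but fell to 0.54 with a pseudocount of 1 (1.04). edgeR's log2 fold change was 3.35, 3.33, 2.43 and 3.32 without replicates 1, 4, 5 and 6, where the adjusted p lay above 0.05 (0.170, 0.0570, 0.283 and 0.206). Reads from stromal cells are argued against by the markers of such cells, of which 4 of 12 were measured. The measured markers did not rise (-0.06 in the mean within donors, 2 of 6 donors higher, exact sign-flip p = 0.719). They were present, with means over all libraries of 9.669 TPM for TAGLN, 7.297 TPM for PDGFRA, 1.254 TPM for COL1A1 and 1.246 TPM for PDGFRB. Among the markers not measured, COL3A1 and DCN were at 0 TPM and 0.0128 TPM. The argument therefore rests on the lack of a rise, not on an absence of stromal transcripts. CXCL12 exceeded the measured markers by 2.05 in 6 of 6 donors (SD 1.53, exact p = 0.031). That test adds little, since CXCL12 was chosen for its rise and had a difference of 0 in the lowest donor. No biological explanation was tested for CXCL12 alone.

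The 3 genes called between MIM and CIM exceeded every other one of 100 splits of the libraries, of which the highest gave 2 genes. Only 1 split, the real one, gave as many. The margin was 1 gene, and the same procedure called 72 genes in another split of the CIC and MIM libraries. This comparison therefore does not exclude chance. Among the 32 splits that part the libraries of every donor, the highest other gave 1 gene. The margin is narrow and the count moved, to 0 without replicate 1, 4, 5 or 6 and to 1 in a fit of the 12 libraries alone, where CXCL12 passed (adjusted p = 0.031 from edgeR) and PLK1 and RRM2 did not (0.155). The fold changes moved less, with log2 values of 0.65 to 0.77 for PLK1 and 0.57 to 0.79 for RRM2 with 1 donor left out.

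Galectin-9 mRNA differed between MIM and CIM by 0.18 on the log2 scale of TPM (6 of 6 donors, and 4 of 6 on normalized counts), and was listed because the exact test of the pair reached its smallest p.

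The cell cycle list had a mean log2 difference of 0.34 between CIM and CIC in 1 donor, against -0.21 to -0.02 in the other 5. Of 39 groups of 6 values examined for a value far from the others, 5 exceeded the limit, where chance gives about 1.95.

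HIV-1 transcripts, which the paper does not report, made up 0.147% of all counts in CIC, 0.123% in CIM and 0.150% in MIM on average over 6 donors, and the lowest library held 3248 HIV-1 counts, far above the 3 counts that a count of 0 allows. The log2 difference of the HIV-1 share was -1.74 between MIM and CIC in 1 donor, against -0.09 to 0.32 in the others, and -2.59 between MIM and CIM, against 0.10 to 1.1 in the others.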

How the results depend on the processing

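Of 1217 values under alternative settings, 1075 kept their direction and their side of the threshold. The log2 fold changes of galectin-1 and galectin-9 kept their sign under every alternative run and passed the test under none. The values with 1 donor left out of the cell cycle list, the interferon list and CXCL12, and those of CXCL12 on log2 TPM, were added after the data were examined. Where a value below changed, the cause was not tested. Depth limits the genes near the filter, and a difference under about 0.20 on the log2 scale lies within the median interval.

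Between MIM and CIM, 3 genes passed in edgeR, 29 in DESeq2, 10 in limma-voom, 0 in limma on log2 TPM, 66 with no filter, 1 in the 12 libraries of the comparison alone and 0 to 2 with 1 donor left out. Between MIM and CIC, the count of 0 became 1 in DESeq2 and in limma-voom and 15 with no filter, and between CIM and CIC it became 6 with no filter. The joint count of 0 became 15 in DESeq2, 6 in limma-voom, 68 with no filter, 3 at a threshold of 0.10 and 0 to 2 with 1 donor left out. With an estimated correlation 0 lists passed in each comparison, and with fry 0 in CIM against CIC and 1 in each comparison of MIM.

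The pairing by donor was part of every fit, and with no replicate block the genes between MIM and CIM fell from 3 to 0, the lists from 11 to 5 in CIM against CIC, from 6 to 4 in MIM against CIC and from 9 to 3 in MIM against CIM, and the exact p of galectin-9 TPM rose to 0.184 (0.285 on CPM, 0.0131 to 0.104 with 1 donor left out). Without the block the sign also turned for BEX2 (0.019) and CD163 (0.016) in CIM against CIC and for LGALS2 (0.062) and LGALS3BP (-0.095) in MIM against CIC, and it changed no other call among the galectins.

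With limma on log2 TPM, the sign turned in CIM against CIC for galectin-3 (-0.00076), BEX2 (0.0040) and LGALSL (0.078), in MIM against CIC for LGALS9C (0.21), LGALSL (0.061) and SLC12A7 (0.033), and in MIM against CIM for LGALSL (-0.017). In MIM against CIC it also turned for SLC38A9 in DESeq2 (-0.00027) and limma-voom (-0.0030), for LGALS2 in limma-voom (0.0047) and for SLC12A7 with no filter (0.00033).

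With 1 donor left out, log2 fold changes in CIM against CIC ranged from -0.046 to 0.039 for galectin-3, -0.34 to 0.19 for BEX2, -0.13 to 0.033 for CD163, -0.18 to 0.14 for LGALS3BP, -0.045 to 0.021 for SLC12A7 and -0.063 to 0.0056 for SLC38A9. In MIM against CIC they ranged from -0.13 to 0.021 for galectin-3, -0.030 to 0.15 for ALCAM, -0.091 to 0.17 for CD163, -0.13 to 0.061 for LGALS2, -0.065 to 0.27 for LGALS3BP, -0.076 to 0.068 for LGALS8, -0.11 to 0.044 for LGALS9C, -0.21 to 0.013 for LGALSL, -0.075 to 0.087 for SLC12A4, -0.054 to 0.070 for SLC12A7 and -0.10 to 0.049 for SLC38A9. In MIM against CIM they ranged from -0.093 to 0.24 for CD163, -0.052 to 0.11 for LGALSL, -0.017 to 0.049 for SLC12A7 and -0.037 to 0.060 for SLC38A9. The log2 difference of the HIV-1 share ranged from -0.30 to 0.11 in MIM against CIC, where it was 0.0028 percentage points on the linear scale, and from -0.16 to 0.58 in MIM against CIM. Among single named genes, 30 values lost their call, 24 gained one and 45 turned in sign.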

Differences from the paper's values

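No median of the galectins read from Fig. 3 differed from the values here by more than 1.5 times when both were taken as CPM. The paper gives TPM as its unit, and the axis values of Fig. 3 lie nearer to the CPM than to the TPM computed here, although which scale the figure uses cannot be settled. On the scale of CPM, after removing donor means, galectin-1 had medians of 743, 763 and 704 in CIC, CIM and MIM, against about 730, about 770 and about 710 in Fig. 3, read by eye. Galectin-3 had 1357 and 1371 in CIC and CIM, against about 1300 and about 1400 in Fig. 3, read by eye. For galectin-9 the values were 373, 359 and 384, against about 370, about 360 and about 400 in Fig. 3, read by eye. As TPM, the same medians were 3075, 3098 and 2911 for galectin-1, 2345.5 and 2379 for galectin-3, and 747, 681 and 773 for galectin-9. Each of these TPM medians was more than 1.5 times the value read from Fig. 3. TPM was computed first and CPM was taken up afterwards, so the closeness on CPM is no independent check.

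The paper states that examining galectin-1, galectin-3 and galectin-9 mRNA revealed no changes due to Meth. The exact test of galectin-9 TPM over the 3 conditions gave p = 0.0292, and 0.0876 when adjusted over the 3 galectins, with MIM above CIM in 6 of 6 donors in TPM and in 4 of 6 on normalized counts. The permutation test did not pass on CPM (p = 0.285), with no donor block (p = 0.184) or without replicate 1, 4 or 6, and galectin-9 did not pass in edgeR, DESeq2 or limma. Galectin-1 and galectin-3 passed no test.

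The paper states that no significant effect of Meth was observed in RNA-seq, in a sentence that follows its galectin values and can be read as covering the galectins alone. Over all genes, PLK1, RRM2 and CXCL12 were called between MIM and CIM by edgeR, and no gene was called by edgeR between either Meth condition and CIC. The count was 0 with limma on log2 TPM, the setting nearest to the paper's stated test, with no donor block, and without replicate 1, 4, 5 or 6.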

Other observations

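The tests of the level of HIV-1 RNA and of Meth after infection, and the interferon list's values with 1 donor left out, were chosen only after the result was seen.

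Genes of vesicle transport were not called as a list between the Meth conditions, and in edgeR a few members passed only when adjusted over the list alone. These are mRNA values, while the paper refers to Rab proteins. Of 41 Rab GTPases and their regulators, none passed over all genes tested in edgeR in any comparison, and DESeq2 called RAB34 in MIM against CIM. Adjusted over the list alone, RAB39A rose in MIM against CIM (log2 fold change 0.70, 6 of 6 donors) and RAB34 (-0.45), RABAC1 (-0.28), RAB3D (-0.26) and RAB13 (-0.20) fell, each lower in 6 of 6 donors, with adjusted p from edgeR of 0.233 to 0.352 over all genes and an adjusted p of 0.381 from camera for the list. The abundant RAB7A, which directs late endosomes, had 406 ± 43.3 TPM in CIC, 386 ± 27.6 TPM in CIM and 391 ± 44.0 TPM in MIM. Of the genes drawn in the galectin network of the paper, 28 were measured and none passed, with a lowest p adjusted over the list alone of 0.423 in MIM against CIC, and the study chose that list. None of BEX2, CD163 and ALCAM, which the paper names, passed in edgeR in any comparison.

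Of 28 complement and matrix genes, the matrix protein THBS1 rose in CIM against CIC when adjusted over the list alone (log2 fold change 3.30, 6 of 6 donors, 0.153 ± 0.0674 TPM in CIC and 1.07 ± 0.967 TPM in CIM). In MIM against CIM, THBS1 (-2.44) and VCAN (-1.41) fell and the complement genes C1QB (0.74) and CFP (0.64) rose when adjusted over the list alone, and none passed over all genes in edgeR, while DESeq2 called THBS1. Monocyte markers were higher in CIM than in CIC, with 3 of 9 (CD300E, FCN1 and VCAN) rising when adjusted over the list alone (camera adjusted p = 0.00453, adjusted p = 0.372 with an estimated correlation). Subunits of the respiratory chain had log2 fold changes above 0 in 38 of 41 genes in CIM against CIC (camera adjusted p = 1.57e-05, adjusted p = 0.772 with an estimated correlation). Glycolysis genes were lower in MIM than in CIC (camera adjusted p = 1.75e-07, adjusted p = 0.456 with an estimated correlation), with no member passing. IGHM, a gene of B and plasma cells, had 29.1 ± 57.3 TPM in CIC, 12.9 ± 18.5 TPM in CIM and 35.9 ± 66.5 TPM in MIM. Its highest library held 169.7 TPM, against a mean of 26.0 TPM over all libraries. In CIC, pol made up 40.9% of the HIV-1 counts, env 31.1%, gag 12.3% and nef 7.20%.

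Interferon-stimulated genes were lower in CIM than in CIC, by a mean log2 difference within donors of -0.50 in the list, in 4 of 6 donors (exact sign-flip p = 0.188). The difference stayed at -0.36 or below with any 1 donor left out, which argues against a single donor as the whole source. The level of HIV-1 RNA cannot be told apart as a source, since the HIV-1 share differed by -0.26 with 1 of 6 donors higher (exact p = 0.3125), and interferon responses may follow the amount of virus. Meth after infection stays open too, because MIM, which also had it, differed from CIC by -0.080, and the test between both differences did not pass (exact p = 0.25).

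Where edgeR called 0 genes, as in CIM against CIC, MIM against CIC and the joint test, any split of the libraries gives as many (100 of 100 in each, highest other 1, 72 and 1), so these splits say nothing about chance. For the counts of gene lists chance cannot be excluded: of 100 splits, 19 gave as many as the 11 of CIM against CIC (highest other 16), 87 as many as the 6 of MIM against CIC (highest other 14) and 62 as many as the 9 of MIM against CIM (highest other 17). Of the other splits of the CIC and MIM libraries, 6 called any gene, and the one that called 72 and one parting the libraries of every donor that called 13 may point to a structure of these libraries, which was not tested, or to genes that vary together.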
